# Generation of a new Paneth cell–specific *Cre*-recombinase transgenic mouse line

**DOI:** 10.3389/fimmu.2025.1576995

**Published:** 2025-06-25

**Authors:** Natalia Garcia-Gonzalez, Charlotte Wallaeys, Wendy Toussaint, Tino Hochepied, Sylviane Dewaele, Somara De Beul, Robin Van Loke, Jolien Vandewalle, Steven Timmermans, Richard S. Blumberg, Claude Libert

**Keywords:** Paneth cells, *Defa24iCre*, defensins, *Cre*-recombinase transgenic mouse model, *Cre/loxP*

## Abstract

Paneth cells are located in the crypts of Lieberkühn in mammalian small intestines and are producing antimicrobial peptides to keep the microbiome under control. The genetic manipulation of Paneth cells and their tracking and depletion depend on a solid Paneth cell–specific *Cre*-transgenic line. Here, we describe bulk RNA sequencing (RNA-seq)–based expression data from pure, sorted Paneth cells of C57BL/6J mice and identify several strongly expressed Paneth cell–specific genes, the expression of which is stable under pathophysiological conditions, as well as in the duodenum, jejunum, and ileum. We selected the *Defa24* gene regulatory sequences and generated a new *Defa24iCre* transgenic line using BAC technology, Tg(Defa24-icre)Cli. The resulting transgenic line provides robust expression and allows for the complete depletion of Paneth cells by cell ablation, yielding mice without any detectable lysozyme biological activity in the small intestines.

## 1 Introduction

Paneth cells are highly differentiated, long-lived intestinal epithelial cells. They are found in the crypts of Lieberkühn, in the small intestine (duodenum, jejunum, and ileum) of mammals (1, 2). Paneth cells express markers that allow them to be sorted by fluorescence-activated cell sorting (FACS). Although single-cell and bulk RNA sequencing (RNA-seq) studies have found differences between PCs across these three regions of the murine small intestine (3, 4), their gene expression profile clearly reveals their major overall functions: (i) they produce and secrete antimicrobial peptides (AMPs), (ii) they produce proteins and metabolites to keep the stemness of neighboring stem cells, and (iii) they regulate the uptake of heavy metals such as Zn^2+^ (1). Despite isolation of Paneth cells leading to 99.99% pure Paneth cell populations, which can be analyzed by RNA-seq and mass spectrometry (3, 5), their culture and genetic manipulation remain points of improvement. The quantitative RNA-seq data recently obtained from sorted Paneth cells (1, 6–8), combined with mouse cell atlas data (9–11), shed light on the Paneth cell specificity and quantity of expression of their genes. These may provide inspiration to generate new, improved transgenic tools.

As generally appreciated, cell type–specific *Cre* transgenic mice can be applied not only to generate cell-specific knockout alleles but also transgenic overexpressions (12). The latter is achieved by crossing cell-specific *Cre* transgenic mice with mice carrying transgenes that become active by Cre activity, that is, by removing “floxed” STOP cassettes (13). Examples include the cell type–specific expression of diphteria toxin A (DTA), leading to targeted cell ablation, or the expression of reporter genes, such as TdTomato, labeling the *Cre*-expressing cells in red (14). Promoters driving *Cre* expression should be cell-specific, robustly active in all target cells, and stable over time. Ideally, their activation should not be influenced by external factors such as inflammation or hormonal changes (5, 15).

Paneth cell–specific transgenic mice have been described in the past. The first Paneth cell–specific transgene, created in 1997 by Garabedian and colleagues, used the mouse homologue of the human *cryptdin-2* gene promoter, named by the authors the *cryptdin-2* promoter. This promoter, described as the – 6500 bp to +34 bp fragment of the *cryptdin 2* gene, was used to drive the expression of the DTA gene, leading to an 82% reduction of Paneth cells in transgenic mice (16). This approach proved to be more specific and durable compared to earlier methods to deplete Paneth cells, such as dithizone injection (17–19). Eleven years later, Vaishnava et al. (2008) used the transgene plasmid created by Garabedian et al. to create a *Cryptdin-2* promoter-driven *Myd88* gene, specifically in Paneth cells (20). These tools did not involve Cre recombinase.

The first Paneth cell–specific *Cre*-expressing mice were created by Adolph et al. in 2013, building upon the transgene plasmid created in 2007 (21). Here, the authors defined the *cryptdin 2* sequence as *Defa6* in mice and placed the improved *Cre* gene, *iCre*, under its control. The construct was injected into zygotes and integrated randomly in the genome. Functional work with this iCre line yielded groundbreaking data and supported its Paneth cell–specific expression of *iCre* (5, 21). However, it was found that the iCre activity was low; for example, Paneth cell–specific removal of a simple floxed allele of *Tnfrsf1a* was only partial. Even when the Defa6 promoter-driven *iCre* was bred to homozygosity, reduction of Tnfrf1a expression and function was only around 50%–60% (5).

Regarding Paneth cell–specific *Cre*-expressing mice, in 2018 Burger et al. developed a *Defa4-*promoter-driven *Cre* mouse by knocking in the *Cre* gene in the 3’UTR of the *Defa4* gene. The construction yields bi-cistronic mRNAs, from which DEFA4 protein is translated, as well as CRE protein, thanks to an internal ribosome entry site (IRES) (22). The *Cre* expression is Paneth cell–specific, but the genome annotations of *Defa* genes have been revised, and *Defa4* is not present in the current annotation, but the official synonym, *Defa28*, according to RefSeq records, is.

In 2019, Van Es et al. created a *Cre-ERT2* knock-in at the ***Lyz1*** locus (23), thereby inactivating the *Lyz1* allele. Yu et al. (2018) also generated a similar mouse, again with inactivation of the *Lyz1* allele (24). The *Lyz1* gene is strongly expressed in Paneth cells, and inactivation of one allele may influence Paneth cell physiology, thereby requiring the use of such a *Cre* mouse model exclusively in a heterozygous condition. Also, the mouse cell atlas and a recent paper reveal that *Lyz1* might not be a Paneth cell–specific expressed gene but also shows expression in alveolar macrophages (9, 10, 25). In 2023, Balasubramanian et al. reported the construction of a *Lyz1* promoter-*Cre* BAC construct, which was used to generate transgenic mice (26), in which the BAC clone had integrated randomly in the mouse genome. This will not inactivate one of the *Lyz1* alleles.

In this study, we considered the existing Paneth cell–specific *Cre* transgenic mouse lines and studied specificity, strength of expression, and stability, and we decided to generate an improved Paneth cell–specific *Cre* transgenic mouse using a *Defa24* gene-containing BAC strategy. We give an overview of the expression strength and specificity of this new tool, the Tg(Defa24-icre)Cli line, and use it to create a full PC ablation line based on cell type-specific DTA expression.

## 2 Materials and methods

### 2.1 Mice

All mice used in this study were housed in individually ventilated cages within a specific pathogen-free (SPF) animal facility, maintained under a 14/10h light/dark cycles, and received food and water *ad libitum.* All mice were used at the age of 8–12 weeks, and all experiments were approved by the institutional ethics committee for animal welfare of the Faculty of Sciences, Ghent University, Belgium.

### 2.2 *Defa6iCre* transgenic mice

*Defa6iCre* transgenic mice were generated and described by Adolph et al. (21) and generously provided by Dr. Blumberg (5). They were maintained on a C57BL/6J background. The official name of the line is Tg(Defa6-icre)Rsb.

### 2.3 Generation of *Defa24iCre* transgenic mice

The *iCre* gene, followed by an Frt-kan/neo-Frt selection cassette, was recombined in the RP24-251F2 BAC clone, containing the mouse *Defa24* locus, and replaced the *Defa24* coding sequence via Red/ET recombination in *E. coli*. The selection cassette was removed by expression of *Flpe* in *E. coli* and the modified BAC were digested with the ClaI restriction enzyme. The 42 kB fragment containing the modified *Defa24* locus was isolated from gel using PFGE followed by electro-elution and was purified via Amicon ultra 100 kD centrifugation (Millipore Corporation, Billerica, MA). The fragment was injected at 1 ng/µl into the pronucleus of 147 C57BL/6J zygotes, and the zygotes were transferred into the oviduct of pseudopregnant recipient females, resulting in 14 live offspring, in 4 of which (founders) the modified BAC construct was randomly integrated in the genome. Based on this procedure, the official nomenclature of the mouse line is called Tg(Defa24-icre) Cli. Genotyping of the *Defa24iCre* transgenic construct in mouse gDNA was done using primers listed in the **Supplementary Table S2**, including *A20* as an internal control.

### 2.4 TdT and DTA transgenic mice

TdTomato reporter mice have been described elsewhere (27). Briefly, they harbor a TdT cDNA expression cassette under control of the *Rosa26* promoter but preceded by a floxed STOP sequence. Similarly, DTA mice have been described elsewhere (28). Briefly, they harbor a DTA cDNA expression cassette under control of the *Rosa26* promoter, but intermitted by a floxed STOP sequence. The mutation is kept in C57BL/6J mice.

To generate Paneth cell–specific TdT-expressing mice, *TdT ^fl/w^*^t^ reporter mice (which have the *TdT* gene under control of the ROSA26 promotor but interrupted by a floxed STOP cassette) were crossed with *Defa6iCre*^Tg/+^ and with *Defa24iCre*^Tg/+^ mice, yielding *TdT^Defa6iCre^*^Tg/+^ and *TdT^Defa24iCrTg/+^* mice (which have one TdT^fl^ allele and one iCre allele) as well as TdT^Tg/+^ mice (which have one TdT^fl^ allele but no iCre allele). To generate Paneth cell–specific DTA-expressing mice, essentially, a similar breeding scheme was developed.

### 2.5 Paneth cell sorting and RNA-seq

We have recently described the protocol to sort Paneth cells from mice in detail (5, 6, 8). The sorted Paneth cells are 99.9% pure, and a single C57BL/6J mouse yields, on average, some 25,000 Paneth cells after sorting. We thus obtained RNA-seq data comprising over 30,000 different transcripts per sample and millions of reads (3). Paneth cells were FACS-enriched by sorting CD24^+^-cKIT^+^- SSC^Medium – High^ - CD31^−^ CD45^−^ TER119^-^ cells and collected in 1 ml sorting buffer (50% advanced DMEM/F-12 and 50% FCS). Paneth cell RNA isolations were performed using the RNeasy Plus Micro Kit Qiagen (Qiagen Belgium, Antwerp, Belgium) according to manufacturing conditions.

The RNA was used for creating an Illumina sequencing library using the Illumina TruSeqLT stranded RNA-seq library protocol (VIB Nucleomics Core), and single-end sequencing was done on the NovaSeq 6000. The obtained reads were mapped to the mouse reference transcriptome/genome (mm39/gencode v28) with STAR (2.7.10a), and read counts were obtained during alignment using the STAR”–quantMode GeneCounts” option. Differential gene expressions were assessed with the DESeq2 package, with the False Discovery Rate (FDR) set at 5%. RNA-seq data deposited at the National Center for Biotechnology Information Gene Expression Omnibus public database (http://www.ncbi.nlm.nih.gov/geo/) under the following accession numbers:

○ Paneth cells sorted from wild-type C57BL/6J mice, (*n* = 3): GSE269510 (**Supplementary Table S1**).
○ Paneth cells from C57BL/6J mice, either injected with 250 μl PBS or injected with 25 μg recombinant TNF (*n* = 4): GSE267790 (**Table 1**).
○ Paneth cells sorted from wild-type C57BL/6J mice, (*n* = 4), namely, from the duodenum, the jejunum, and the ileum: GSE255507 (**Table 2**).

**Table 1:** Gene expression values of Paneth cell–specific transcripts.

Gene	PBS_AVG	PBS_SD	TNF_AVG	TNF_SD	LFC	Padj
*Lyz1*	1681604	322126	2062555	514008	0.294594	0.163262
*Defa24 (=Defa6)*	1245968	371616	1078165	291453	−0.208689	0.610567
*Defa30*	537285	182944	415349	132368	−0.371363	0.428168
*Defa38*	406747	128023	186154	50520	−1.127639	0.001286
*Defa39*	294969	122104	66675	24263	−2.145352	0.000002
*Defa22*	100967	43074	340845	106962	1.755229	0.000046
*Defa21*	72849	41827	259165	87673	1,830906	0.000685
*Defa29*	53940	21008	37698	11901	−0.516893	0.279306
*Defa17*	12114	7991	4237	2089	−1.515624	0.087261
*Defa26*	10788	4195	5560	1813	−0.956297	0.032021
*Defa40*	10309	3898	5309	1697	−0.957254	0.027381
*Defa3*	3076	1673	1362	464	−1.175205	0.067989
*Defa35*	1875	363	8395	1603	2.162759	0.000000
*Defa5*	949	392	1770	608	0.899837	0.060816
*Defa28 (=Defa4)*	836	310	114	43	−2.869948	0.000000
*Defa34*	507	187	1172	500	1.209504	0.010515
*Defa41*	348	151	3921	811	3.495428	0.000000
*Defa43*	71	22	52	14	−0.425497	0.348928
*Defa42*	67	16	91	25	0.428048	0.283093
*Defa27*	33	5	8	4	−1.966498	0.002878
*Defa25*	17	5	7	6	−1.183827	0.228820
*Defa37*	2	2	2	1	0.071206	0.981592
*Defa23*	1	1	0	1	−0.892060	1.000000
*Defa32*	0	1	0	0	−0.885442	1.000000
*Defa31*	0	1	1	2	1.450229	1.000000
*Defa2*	0	0	0	0	0.000000	1.000000
*Defa20*	0	0	0	0	0.000000	1.000000
*Defa33*	0	0	0	0	0.000000	1.000000
*Defa36*	0	0	0	1	1.479204	1.000000

Workflow: C57BL/6J mice received a challenge with 25 μg TNF or PBS. 15h later Paneth cells were sorted and subjected to RNA-seq (*n* = 4). Column A is the genes of the transcripts. Columns B and D are mean values of the RNA-seq expression, and C and E represent standard deviations (SDs). Columns F and G represent the log(2) fold change of the values of D *versus* B, and Column G the associated adjusted *P*-value. Shadowed cells indicate significant variations in gene expression based on the *P*-value.

**Table 2:** Gene expression values of Paneth cell–specific transcripts in duodenum, jejunum, and ileum.

Gene	AVG_D	SD_D	AVG_JE	SD_JE	AVG_IL	SD_IL	LFC D-JE	*P*adj D-JE	LFC D-IL	*P*adj D-IL	LFC JE-IL	*P*adj JE-IL
*Defa24* (=*Defa*6)	2109742	691159	2886508	543841	1727992	609222	−0.45226	0.59928	0.28797	0.64915	0.74023	0.17908
*Lyz1*	1817088	584303	2119920	318031	1668282	488337	−0.22238	0.80885	0.12326	0.85652	0.34565	0.68717
*Defa30*	1122852	399953	1240373	250052	778620	291728	−0.14361	0.90816	0.52818	0.33793	0.67178	0.31276
*Defa21*	14770	4780	169909	38861	495802	173828	−3.52414	0.00000	−5.06914	0.00000	−1.54500	0.00004
*Defa22*	12553	3751	151392	32274	484897	158012	−3,59234	0.00000	−5.27174	0.00000	−1.67940	0.00000
*Defa38*	539583	147438	654951	113222	283349	86365	−0.27955	0.74163	0.92926	0.00703	1.20881	0.00039
*Defa39*	509402	143455	670117	113990	158742	51745	−0.39561	0.61670	1.68213	0.00000	2.07774	0.00000
*Defa29*	331335	7825	91640	16305	89266	23419	−1.46768	0.00000	−1.42981	0.00000	0.03787	0.98194
*Defa17*	76941	25353	90950	14937	53343	17713	−0.24133	0.80251	0.52846	0.27512	0.76979	0.12366
*Defa34*	4757	1398	13663	3023	31504	12676	−1.52228	0.00016	−2.72758	0.00000	−1.20530	0.00392
*Defa5*	5101	1823	19477	4322	25451	9714	−1.93328	0,00000	−2.31918	0.00000	−0.38591	0.72079
*Defa26*	29696	10980	43593	8612	21651	7927	−0.55389	0.51253	0.45583	0.43072	1.00971	0.03619
*Defa40*	10388	4308	26421	6264	12829	5144	−1.34691	0.06496	−0.30459	0.75093	1.04232	0.18255
*Defa3*	6895	2597	11183	2409	7163	2763	−0.69784	0.37914	−0.05508	0.95139	0.64276	0.36878
*Defa35*	274	91	1603	323	5006	1857	−2.55555	0.00000	−4.19809	0.00000	−1.64254	0.00001
*Defa41*	79	32	679	256	1824	882	−3.11916	0.00000	−4.54451	0.00000	−1.42535	0.07671
*Defa28 (=Defa4)*	671	227	1039	171	904	358	−0.63298	0.42316	−0.43148	0.46058	0.20150	0.90103
*Defa42*	9	3	35	9	86	35	−1.98422	0,00096	−3.29176	0.00000	−1,30754	0.01918
*Defa27*	30	16	47	8	56	18	−0.68168	0,57868	−0.93938	0.16019	−0.25770	0.90848
*Defa43*	41	8	59	20	43	16	−0.54497	0,58987	−0.09809	0.91850	0.44688	0.68936
*Defa25*	11	4	21	7	41	10	−0.95663	0,38671	−1.97223	0.00015	−1.01560	0.18255
*Defa32*	1	2	1	1	22	10	0.20881	0,97086	−4.49822	0.00032	−4.70703	0.00182
*Defa33*	0	0	1	1	16	6	−1.78315	0,71749	−6.58763	0.00000	−4.80448	0.00234
*Defa31*	4	2	10	2	3	2	−1.22498	0,44736	−0.49359	0.76223	1.71857	0.15930

Paneth cells were sorted from duodenum (D), jejunum (JE), and Ileum (IL) and subjected to RNA-seq (*n* = 4). Column A is the genes of the transcripts. Columns B, D, and F are mean values of the RNA-seq expression, and C, E, and G represent standard deviations (SDs). Columns H, J, and L represent the log(2) fold change of the values of the means and SDs, and Column I, K, and M the associated adjusted *P*-values. Shadowed cells indicate significant variations in gene expression based on the *P*-value.

### 2.6 Tissue processing and immunohistochemistry

After sampling, tissue was fixed overnight at 4°C in 4% PFA. After transferring to 70% ethanol, ileums were dehydrated within the Shandon Citadel 2000 (Thermo Fisher Scientific) and bedded in paraffin. For hematoxylin and eosin staining (H&E) and Alcian Blue/PAS staining, paraffin blocks were sectioned at 5 μm using the HM340E Semi-automated microtome (Thermo Fisher Scientific) and further dewaxed and stained using the Leica ST5010 Autostainer XL. For immunohistochemistry, paraffin blocks were sectioned at 5 μm using the HM340E Semi-automated microtome (Thermo Fisher Scientific). Deparaffinization and rehydration were performed in the Leica ST5010 Autostainer XL. The sections were then washed with PBS, and antigen retrieval was performed with proteinase K in Ca-TE buffer (1/20) (15 min at 37°C). Five percent of donkey serum was diluted (1/100) in PBST (PBS + 0.5% BSA + 0.1% Tween20) and used as a blocking solution [30 min at room temperature (RT)]. Polyclonal rabbit anti-human lysozyme (LYZ1, A0099, Agilent) in PBST (1/1000) was used as the primary antibody (incubated overnight at 4°C), and after washing (PBS), donkey anti-rabbit Alexa Fluor^®^ 568 (A10042, Invitrogen) in PBST (1/500) was used as the secondary antibody (1h at RT). Tissue was counterstained with DAPI (D1306, Thermo Fisher Scientific, 1/1000 in PBS) for 15 min at RT. Slides were then mounted with polyvinyl alcohol + DABCO (Sigma). To test for nonspecific binding of the secondary antibody, a negative control was made per sample by leaving the blocking solution on the sample instead of adding the primary antibody. TdT staining was performed on cryosections. Cryoblocks were sectioned at 10 μm using the CryoStar NX70. Slides were air-dried for 15 min at RT and washed with PBS. The same protocol was used as previously described for LYZ1, starting from the serum step, but here 5% goat serum was used. Polyclonal rabbit anti-RFP (600-401-379, Rockland) in PBST (1/1000) was used as the primary antibody, and goat anti-rabbit Alexa Fluor^®^ 568 (A-11011, Invitrogen) in PBST (1/500) was used as the secondary antibody. Microscopic images were taken with the Zeiss Axioscan 7 microscope.

### 2.7 Real-time quantitative PCR

Ileum was isolated, put in RNA later (Life Technologies Europe), and stored at −20°C before RNA was isolated. Total RNA was isolated with the Aurum™ total RNA mini kit (7326820, Bio-Rad) according to the manufacturer’s instructions. RNA concentration was measured with the Nanodrop 8000 (Thermo Fisher Scientific), and 1,000 ng RNA was used to prepare cDNA with the Sensifast cDNA Synthesis Kit (Bioline). cDNA was diluted 10 times in ultrapure water for use in RT-qPCR reactions. RT-qPCR primers for used targets are listed in **Supplementary Table S3**. The RT-qPCR reaction was performed with SensiFast Sybr no-ROX mix (Bioline) and was performed in duplicate in a Roche LightCycler 480 system (Roche). The stability of the housekeeping genes (HKGs) was determined using the geNorm House Keeping Gene Selection Software from QBase (Biogazelle). Results are given as relative expression values normalized to the geometric mean of the HKGs, calculated in the qBase+ software (version 3.4, Biogazelle, Ghent).

## 3 Results

### 3.1 Tracing back the origins of the existing Paneth cell transgenic mice constructs and promoters

As mentioned above, the lysozyme 1 (*Lyz1*) and the alpha defensin coding genes, the *Defa* genes, are considered Paneth cell–specific and hence candidates to consider for transgenic strategies. 

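The positions of the alpha defensin genes were read from the GRCm39 mouse genome with the GENCODE vM39 annotation, whose release may differ from the one the authors counted with. The annotation lists 28 protein-coding Defa genes, all on chromosome 8, from base 21515557 at the start of Defa21 to base 22225490 at the end of Defa24. The stretch spans 709.9 kb, with 23 of the genes on the plus strand and 5 on the minus strand. Another 17 genes are annotated as Defa pseudogenes. Defa28 (ENSMUSG00000074434) lies from 22072965 to 22073980 and Defa24 (ENSMUSG00000064213) from 22224506 to 22225490. Lyz1 (ENSMUSG00000069515) lies on chromosome 10 from 117123698 to 117128775. Because the Defa genes resemble each other, the exons of each gene were divided into all windows of 100 bases and each window was looked up in the genome. In 8 genes, Defa2, Defa20, Defa23, Defa31, Defa32, Defa33, Defa36 and Defa37, no such window occurs only once. The windows lie within single exons, and reads across the junction of exons were not examined.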

In mice, all *Defa* genes are found in one single locus on chromosome 8. The *Defa* locus in laboratory mouse strains, such as the reference strain C57BL/6J, is complex and considerably different when consulting the three major mouse genome browsers, namely those from Mouse Genome Informatics, Refseq, and Gencode (3). Based on a detailed comparison of these three databases and incorporation of our Paneth cell bulk RNA-seq and single-cell data, we have recently investigated and updated the current status of the *Defa* locus (3).

Mice have 28 protein-coding *Defa* genes in their genome (**Figure 1**). During recent updates, genes have been renamed or deleted because they proved to be redundant or nonexistent. In fact, *Defa4* no longer exists. Upon investigation of the *Defa4* promoter sequences used to generate the *Defa4-Cre* transgenic animals, as well as the historical and current RefSeq records, it is highly likely that the authors applied *Defa28* sequences to generate the knock-in of *Cre* recombinase and that the *Defa4*-*Cre* transgenic mice are in fact *Defa28*-*Cre* transgenic mice.

**Figure 1:**
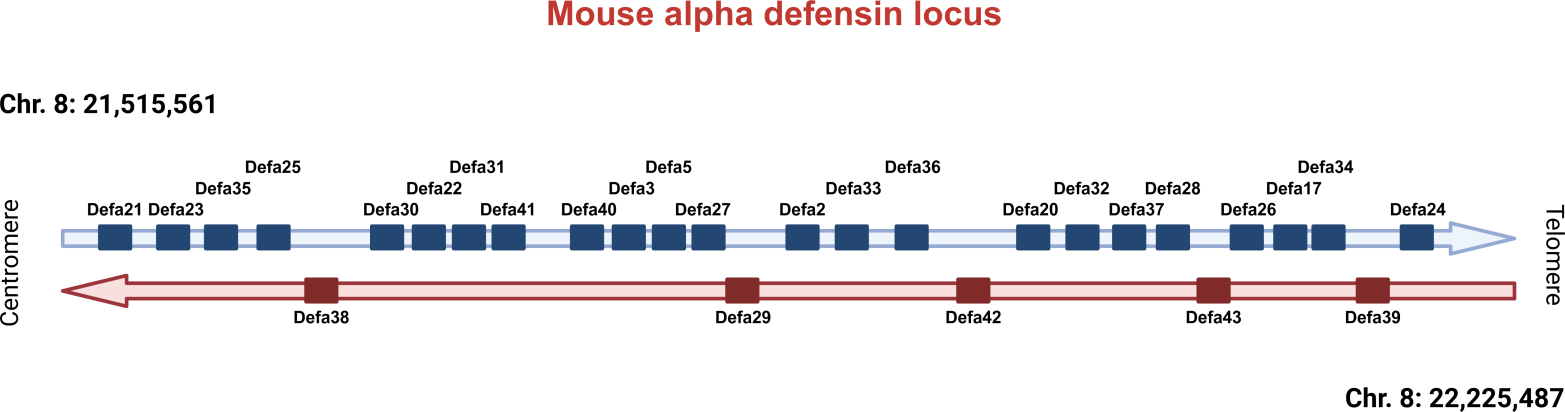
Overview of the *Defa* locus in mice. Current status of the *Defa* locus on mouse chromosome 8, based on recent research. Centromeric direction on the left, telomeric on the right. *Defa* genes are transcribed from the horizontal strand (in blue) or from the reverse horizontal strand (in red). The distances between genes are not drawn in scale, but can be found in Timmermans et al., 2025 (3).

Similarly, the *Defa6* gene is no longer considered to exist because it appeared to refer to a gene sequence highly overlapping, in fact, identical to the *Defa24* gene. Hence, the *Defa6iCre* transgenic mice, generated by Adolph et al. (21) and also used by us in the past and in the study here described, were generated by cloning a DNA fragment of −6500 to +34 of the presumed *Defa6* gene and were in fact made by *Defa24* sequences. Here, we will use the old name (*Defa6iCre*) to avoid confusion. When tracing back the cloning strategy of the so-called *Cryptdin-2-*DTA and *Cryptdin-2-*Myd88 transgenic mice described in the introduction, both papers applied the same −6500 to +34 bp promoter fragment, identified by them as the mouse orthologue of *Cryptdin-2*, but it is in fact identical to the *Defa6* fragment applied by Adolph et al. and thus *Defa24* as well.

The mouse lines based on Lyz1 *Cre* transgenic lines use a different approach and have, as a primary disadvantage, that the endogenous *Lyz1* gene is disrupted by the *iCre* insert. Considering the role and abundance of *Lyz1* expression in PCs, this is likely to have a direct impact on Paneth cell function, microbial composition, and intestinal homeostasis.

### 3.2 Expression study of *Defa* genes and their stability in mice

Over the previous years, we have sorted 150 samples from C57BL/6J mice, each containing 10,000 or more Paneth cells, and performed bulk RNA-seq on them. 

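The count table used here holds 12 RNA-seq libraries in 4 groups of 3. The groups are Paneth cells and non-Paneth cells sorted from small-intestinal crypts of untreated C57BL/6J mice, either wild type (WT) or with a deletion of the glucocorticoid receptor gene Nr3c1 in villin-expressing epithelial cells (GRKO). The genotype of each library was taken from its sample title, because the genotype field of the sample records gives all Paneth libraries 1 genotype and all non-Paneth libraries the other. Paneth cells were sorted as CD24+ cKIT+ cells with a medium to high side scatter that lacked CD31, CD45 and TER119, and the gate of the non-Paneth cells is not given in the sources used here. The paper names the RNeasy Plus Micro kit for the RNA and the sample records name the Aurum kit. The authors aligned single-end reads of stranded libraries to the mouse genome with STAR and counted, per gene, the reads that mapped once and overlapped 1 gene, and the values are these counts without normalization. The length of the reads and the strand that was counted are not stated in the paper's text. The libraries of WT Paneth cells held between 11126297 and 12758582 counts, those of WT non-Paneth cells between 12890785 and 15369985, those of GRKO Paneth cells between 12511664 and 13965973, and those of GRKO non-Paneth cells between 14713820 and 15910292. Levels are given as CPM, a gene's count scaled by the total of all gene counts of its library, with the SD over the 3 libraries of a group, unless another scale is named. Groups were compared with edgeR's quasi-likelihood F-test in 1 fit over all 12 libraries with TMM scaling, on the 13057 genes that passed edgeR's filter on low counts, and p-values were adjusted by the method of Benjamini and Hochberg. Both sorts of WT replicate 2 carried the X-inactivation transcript Xist, at 127 CPM in Paneth cells and 257 CPM in non-Paneth cells, and the other 10 libraries held at most 0.52 CPM, so the animals were not all of 1 sex.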

We are displaying a typical example of such a bulk RNA-seq experiment in **Supplementary Table S1**. It concerns the expression values of transcripts in pure Paneth cell populations of wild-type C57BL/6J mice, ranked from the highest to the lowest detectable transcripts, that is, 13,130 different transcripts. 

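In the 3 libraries of WT Paneth cells, 13573 genes had at least 10 counts summed over the libraries. The rule for detection moved this number, to 19261 genes with at least 1 count in any library and to 11384 genes with at least 10 counts in every library. With each library left out in turn, between 12748 and 13100 genes were detected. A single library had a count on 16096 to 17240 genes. The copy of the paper's count table used here holds the first part of its 13130 lines, and on every line of that part the 12 counts equal those analysed here. Transcripts of the sort markers were compared in the same libraries. Cd24a was found at 861.3 to 1260 CPM and Kit, which encodes cKIT, at 84.3 to 142 CPM. Pecam1, which encodes CD31, was found at 0.0784 to 0.0899 CPM and Ptprc, which encodes CD45, at 0.235 to 4.31 CPM.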

*Lyz1* and some of the (correctly annotated) *Defa* genes are found on top of the list of most abundant mRNAs (*Defa24, Defa30, Defa38, Defa39, etc.*), and other *Defa* transcripts are only mildly expressed (*e.g., Defa28*) or low to very low (*Defa43, Defa27, Defa25, Defa31*).

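Ranked by mean CPM over the 3 libraries of WT Paneth cells, Defa24 was first with 139100 ± 2330 CPM (SD, n = 3) and Lyz1 second with 135000 ± 22900 CPM (SD, n = 3). The difference between these genes is smaller than the SD of Lyz1, which was first in replicates 2 and 3 and second in replicate 1. Without replicate 1, Lyz1 ranked first. Defa30 had rank 3 in every library, with 44670 to 57210 CPM. Defa39, Defa38, Defa21 and Defa22 had mean ranks of 5 to 8, with 29080, 27580, 24510 and 23280 CPM in that order. The 10 most abundant genes also included Itln1, Mptx2 and Ang4, and 7 of the 10 were Lyz1 or Defa genes. Together, Lyz1 and the 28 Defa genes took 44.6% ± 2.35 (SD, n = 3) of all counts. With each library left out in turn the share lay between 43.4% and 45.8%, and without mitochondrial genes in the total it was 45.3%. Defa28 was found at 48.5 ± 5.88 CPM (SD, n = 3) and ranked 2104. Lower values were found for Defa27 with 3.19 CPM, Defa43 with 2.91 CPM, Defa25 with 1.00 CPM and Defa31 with 0.196 CPM, the last from 2 or 3 counts per library. Reads that map to several Defa genes were not counted. Of the exonic windows of 100 bases, 84.7% occur once in the genome for Defa27, 22.9% for Defa28, 4.9% for Defa25, 4.4% for Defa43 and none for Defa31. Dividing each count by this share moved Defa28 to rank 292 and Defa43 to rank 1420, and Defa30 to rank 5, but Defa27 only from rank 10210 to rank 9975. The share was computed for Lyz1, Lyz2, the Defa genes and their pseudogenes only. In the ranking, only the counts of Lyz1 and the Defa genes were divided by it. Other genes kept their counts, so relative to them this division can only raise the rank of a Defa gene. Division by exonic length, which favours short genes, moved Defa27 to rank 2794, Defa28 to rank 176, Defa43 to rank 3665 and Defa25 from rank 11672 to rank 4700. Defa24 and Lyz1 stayed first and second on both of these scales. Exons of Defa30 overlap those of the pseudogene Defa-ps4 over 18.6% of their bases, where reads of either are not assigned.

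**Figure D1:**
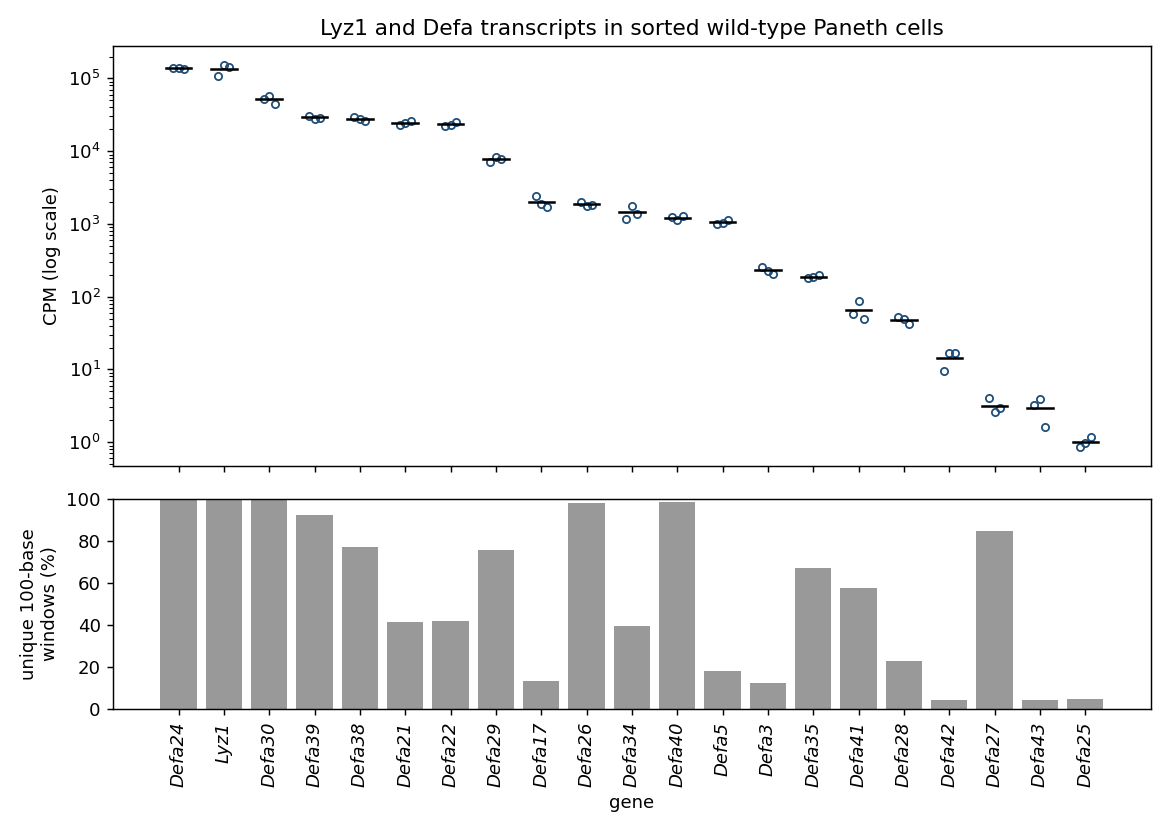
CPM on a log axis of Lyz1 and the 20 Defa genes with at least 10 counts in every library of WT Paneth cells (circles, 1 per library; line, mean), above the percentage of each gene's 100-base exonic windows that occur once in the genome (bars). Lyz1 and Defa24 lie highest, and the bars of Defa17 and Defa28 reach 13.3% and 22.9%.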

We have studied the impact of antibiotics, hormones, drugs (such as injection of dexamethasone), and inflammation to study the stability of *Lyz1* and all *Defa* gene expressions in Paneth cells. We found that mosttreatments of mice had little impact, except acute intestinal inflammation, induced 15h after injection of the cytokine TNF (5). In **Table 1**, the expression values of *Lyz1* and 11 *Defa* (expressed) genes are not affected by TNF (including *Defa24*). However, for another 11 expressed *Defa* genes, their expression is significantly affected by acute inflammation, with five genes increasing in expression and six genes showing decreased expression, including *Defa28* (=*Defa4*), which decreases by over sevenfold. It may be expected that a *Defa4*-*Cre* (=*Defa28*-*Cre*) transgenic construct will suffer from such inflammation too.

### 3.3 Differences in three regions of the small intestine

Recently, we have studied regional differences of Paneth cell transcriptomes, using single-cell RNA-seq on sorted Paneth cells of the full small intestine and bulk RNA-seq of Paneth cells sorted from the duodenum, jejunum, and ileum (4). When focusing on *Lyz1* and the *Defa* genes that showed detectable expression (see **Table 2**), we found that ten genes had no significant differences in expression, per cell, in the three regions of interest: *Lyz1, Defa24, Defa30, Defa17, Defa40, Defa3, Defa28, Defa27, Defa43*, and *Defa31*. All other 14 genes displayed significant differences between Paneth cells of different regions, making these genes less suited to act as general Paneth cell *Cre* transgenic promoters. *Defa21* and *Defa22*, for example, are strongly expressed in ileum Paneth cells but very significantly less in duodenal and jejunal Paneth cells.

Based on the strength of expression (**Table 1**; **Supplementary Table S1**), the response to inflammation (**Table 1**), and regional differences (**Table 2**), *Lyz1, Defa24, Defa30*, and perhaps *Defa17* appear as the only conceivable options to drive *Cre* in a sufficient, stable, and spatially solid way.

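As a measure of the strength of expression, the percentage of all counts in a library was computed for each of the 4 genes in the WT Paneth cells. Lyz1 took 13.5% ± 2.29 (SD, n = 3) and Defa24 took 13.9% ± 0.233 (SD, n = 3), a difference smaller than the SD of Lyz1. Defa30 took 5.14% ± 0.633 (SD, n = 3), and its highest library, with 5.72%, lay below the lowest of the other pair, with 10.9%. Defa17 took 0.198% ± 0.0363 (SD, n = 3), below every library of the other 3 genes. It ranked 18, 21 and 26 in replicates 1, 2 and 3 in that order. Only 13.3% of the 100-base exonic windows of Defa17 occur once in the genome, and after division by that share its mean rank was 9. That rank sets it against other genes whose counts were not divided, apart from Lyz1 and the other Defa genes, and so may be too high. The responses to TNF and the regional differences rest on 2 further series that were not analysed here. From the strength of expression together with those responses and differences, the paper proposes Lyz1, Defa24, Defa30 and perhaps Defa17 for driving Cre.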

### 3.4 Paneth cell specificity of expression

In the context of the intestine, all *Cre* transgenic lines used are highly Paneth cell–specific. 

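WT Paneth cells were compared with the WT non-Paneth cells of the same crypts. By edgeR, 6624 genes differed at an adjusted p under 0.05, 3133 of them higher and 3491 lower in Paneth cells, and 7377 differed at an unadjusted p under 0.05. The alternative that moved this number most was scaling by library totals without TMM factors, which gave 8992 genes, 1097 of them higher, and which moved the median log2 fold change of all genes from 0.01 to −0.68. Lyz1 was higher in Paneth cells by a log2 fold change of 10.00 (standard error 0.604, adjusted p = 7.1e-09 by edgeR), and over the alternatives its log2 fold change lay between 9.28 and 10.88. In the WT non-Paneth libraries it was found at 124 to 398 CPM. Of Lyz1 and the 28 Defa genes, 21 had enough counts for the test and all 21 were higher in Paneth cells, also with p-values adjusted over the list alone. Of these, 17 had a count in WT non-Paneth cells, with log2 fold changes from 8.48 to 10.57. The other 4 had none there, and against a floor of 3 counts over the group Defa42 was at least 205-fold, Defa27 at least 45.3-fold, Defa43 at least 41.3-fold and Defa25 at least 14.2-fold higher. The median log2 fold change of all 21 was 9.93 in the fit and 9.87 with these 4 genes at their bound. For Defa24 it was 9.87 (standard error 0.623, adjusted p = 9.57e-09 by edgeR), for Defa30 10.12 (standard error 0.823, adjusted p = 8.95e-07) and for Defa17 9.44 (standard error 0.65, adjusted p = 1.1e-06). Defa28 had a log2 fold change of 8.48, which rests on 9 counts in WT non-Paneth replicate 2 and 0 in replicates 1 and 3. Without replicate 2 it was at least 457-fold higher against a floor of 3 counts, and over the other alternatives its log2 fold change lay between 7.78 and 8.59. For the 13 genes of this list with over 1000 CPM in WT Paneth cells, the mean CPM in the WT non-Paneth cells was between 0.106% and 0.231% of that in the Paneth cells. These shares rest largely on WT non-Paneth replicate 2, without which they lay between 0.0447% and 0.107%. Mmp7, which encodes a Paneth cell protease, was higher in Paneth cells by 7.80 (standard error 0.585, adjusted p = 9.21e-07 by edgeR). Lyz2, the paralog of Lyz1 next to it on chromosome 10, was higher by 5.99 (standard error 0.513), with 8.71 CPM in WT Paneth cells. The fold change of Lyz2 rests on 3, 5 and 1 counts in WT non-Paneth replicates 1, 2 and 3. Vil1, the gene of the epithelial protein villin, fell by 2.51 on the log2 scale (standard error 0.167, adjusted p = 1.48e-08). For each gene named here, all 3 libraries of 1 cell fraction lay beyond all 3 of the other. The direction of each was kept under all alternatives. Tissues other than small-intestinal crypts were not analysed here.

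**Figure D2:**
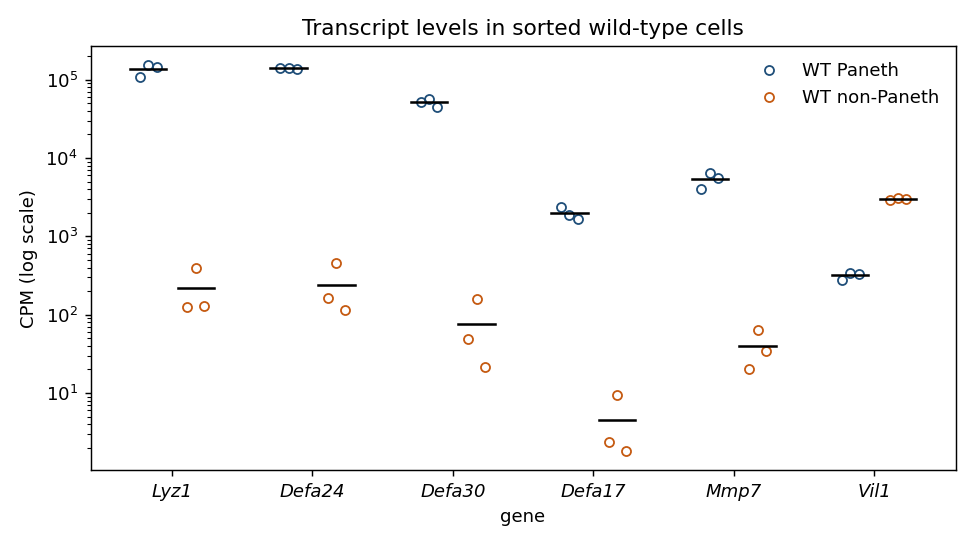
CPM on a log axis of Lyz1, Defa24, Defa30, Defa17, Mmp7 and Vil1 in WT Paneth cells (blue) and WT non-Paneth cells (orange), with circles for the 3 libraries and lines for their mean. The Paneth libraries lie above the non-Paneth libraries for 5 genes and below them for Vil1.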

In the small intestine of mice, *Lyz1* is a Paneth cell marker. However, single-cell experiments using other mouse tissues have shown that other cell types, outside of the intestine, also express *Lyz1*, even to the point where it can be used to assign cell identity. The mouse cell atlas shows that 2 cell types express *Lyz1* as a differentiating marker gene, namely a cluster of monocytes and of alveolar type II cells (https://bis.zju.edu.cn/MCA/atlas2.html) (9, 11, 29). *Defa24* and *Defa28* appeared to have no expression beyond Paneth cells. The ectopic expression of *Lyz1* (and therefore, highly likely *Lyz1-Cre*) in these cells may be problematic in certain experimental settings, leading to unpredictable off-target effects.

### 3.5 Generation of a new *Defa24-Cre* transgenic mouse line

We used the *Defa6iCre* line to generate tissue-specific KO lines and try to ablate Paneth cells using cell-specific DTA expression. However, the *Defa6iCre* was unable to mediate full ablation of Paneth cells, even with two copies of *Defa6-iCre*, thus in homozygous condition. This formed the main impetus to create a new iCre line with improved expression and penetrance of the *iCre* transgene.

As described in the Materials and **Supplementary Figure S1**, we inserted the *iCre* gene into the coding region of the C57BL/6J *Defa24* gene in a BAC clone, thereby replacing the *Defa24* coding region. The BAC was cut using *ClaI*, yielding a 42 kB construct containing 20 kB upstream and 21 kB downstream of the *Defa24* gene, regions that contained no other genes. This BAC clone was injected into zygote pro-nuclei, and four transgenic founder lines were identified. 

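In the GRCm39 sequence, the ClaI recognition sequence ATCGAT nearest to Defa24 on its upstream side starts at base 22204583 of chromosome 8 and the nearest on its downstream side at base 22246473. The fragment between these sites is 41890 bases long, with 19.9 kb upstream and 21.0 kb downstream of Defa24, a gene of 985 bases and 2 exons on the plus strand. The annotation places no other protein-coding gene in the fragment. It lists 3 other genes there, the unprocessed pseudogenes Defa-ps10 (22212086 to 22212256) and Defa-ps11 (22239191 to 22240016) on the plus strand and the lncRNA Gm63724 (22239689 to 22246873) on the minus strand, which extends past the downstream site. The sequence of the BAC clone was not used here.

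**Figure D3:**
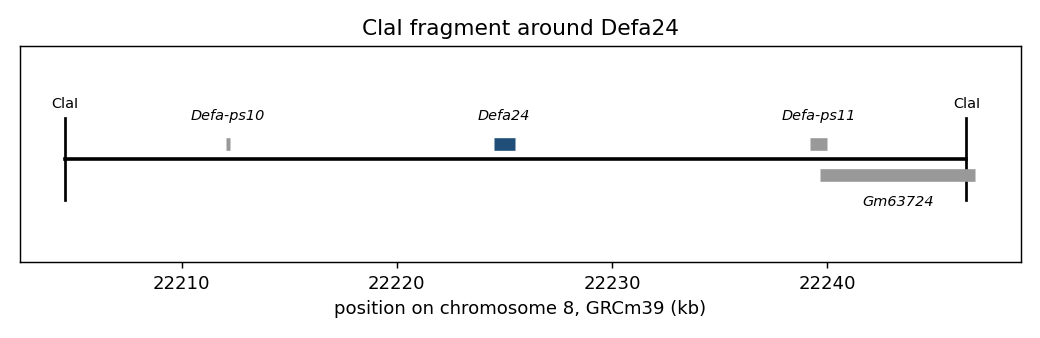
Map of the fragment between the ClaI sites on chromosome 8, with positions in kb, Defa24 in blue and the other annotated genes in grey, genes on the plus strand above the line and those on the minus strand below it. Defa24 lies near the middle of the 41.9 kb fragment.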

All four lines were crossed with C57BL/6J and yielded four heterozygous families, all 4 of which were crossed with R26 floxed STOP TdT^Tg/+^ mice, and the expression pattern of TdT was evaluated on tissue sections using anti-TdT antibody (**Figure 2**). One transgenic line had no TdT expression, and two lines had strong Paneth cell expression of TdT but displayed expression outside of the crypts, in the intestinal epithelium and in the submucosa (data not shown). One transgenic line, however, yielded a solid TdT expression selectively in Paneth cells. This transgenic line was chosen for further investigation. Differences found in *Cre* expression among the different founders can be related to the chromosomal context of the integration (30).

**Figure 2:**
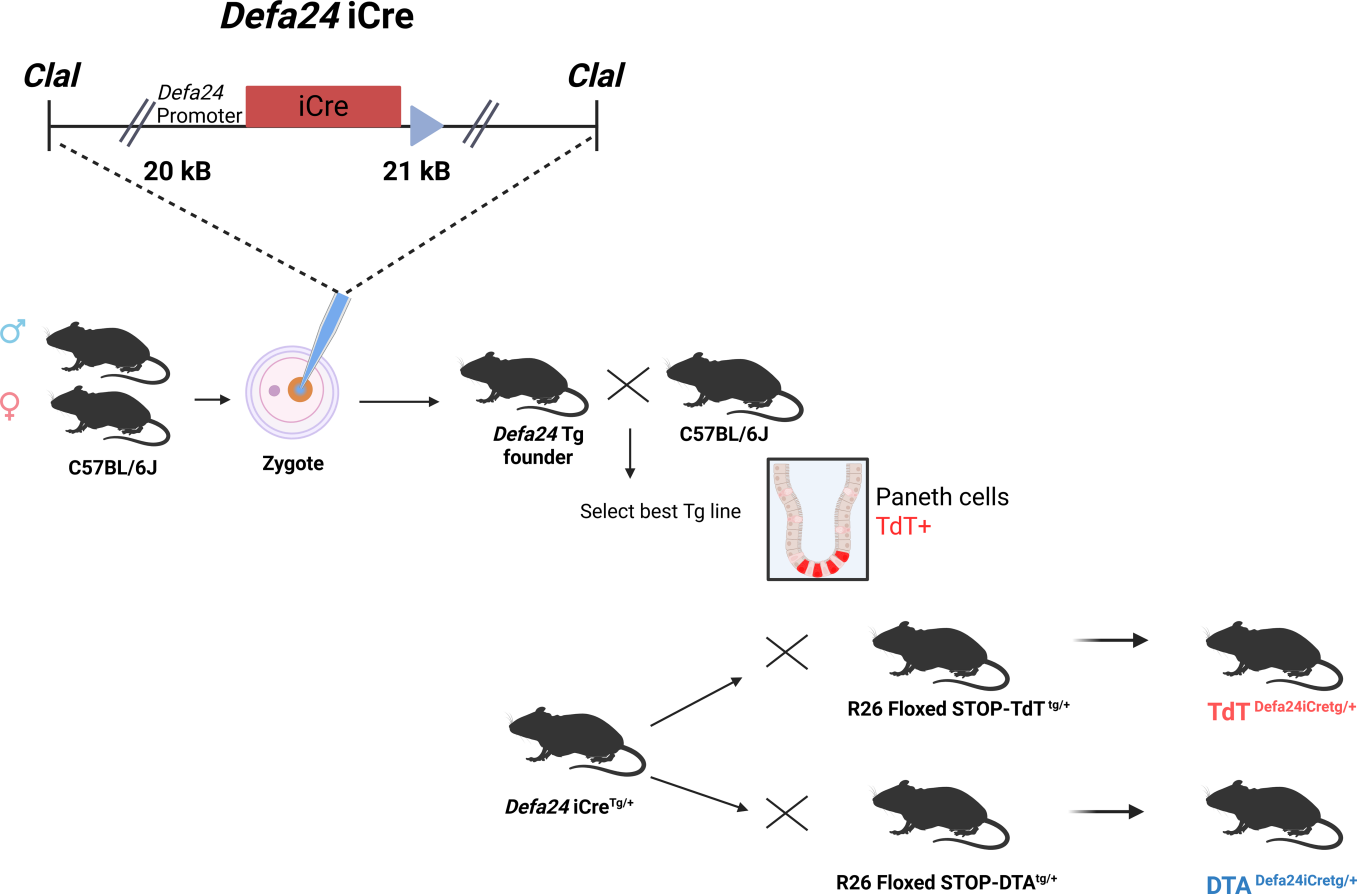
Overview of generation of *Defa24iCre* transgenic mice. The BAC insert, containing 20 kB upstream and 21 kB downstream of the coding unit of *Defa24*, was modified, since *Defa24* coding sequence was replaced by the *iCre* gene. The resulting 42 kB fragment was purified and injected in C57BL/6J zygotes, and four transgenic founders identified and crossed to select the best, based on TdT expression after crossing to TdT*^Defa24iCre^*^Tg/+^. Then, this line was compared with the TdT*^Defa6iCre^*^Tg/+^ mice, described before, at level of intensity of TdT signals. Also, with both Defa transgenic lines, mice were generated which were DTA*^Defa24iCre^*^Tg/+^ and compared to DTA*^Defa6iCre^*^Tg/+^ and DTA*^Defa6iCre^*^Tg/Tg^ mice, in terms of Paneth cell ablation.

### 3.6 Comparison of *Defa24iCre* and *Defa6iCre* transgenic lines

The new transgenic line, having one *iCre* allele as well as one R26 floxed STOP TdT allele, *Defa24iCre*^Tg/+^ TdT^Tg/+^ (in short TdT*^Defa24iCre^*^Tg/+^) was compared with the *Defa6iCre*^Tg/+^ TdT^Tg/+^ (in short TdT*^Defa6iCre^*^Tg/+^) for intensity and Paneth cell specificity of TdT expression, and thus *iCre* expression. TdT^Tg/+^ mice without *iCre* were applied as controls. Ileum was isolated from 8-week-old mice, and tissue sections were stained with DAPI and for TdT and LYZ1. In **Figure 3A**, the crypt-specific signals of TdT in both lines are clearly evident in the representative sections. As expected, the colocalization of both LYZ and TdT signals provides confidence that the target cells are correctly identified. Zooming in on crypts shown in the full ileum image of **Figure 3A** fully confirms this: a clear co-localization of Lyz1 and TdTomato signal in both TdT*^Defa24iCre^*^Tg/+^ and TdT*^Defa6iCre^*^Tg/+^ mice is apparent (**Figure 3B**). However, these IHC data do not allow qualitative quantification. To perform quantitative comparisons, we isolated ileum samples of both transgenic and control lines, and qPCR was performed for *iCre* and *TdT* mRNA. *iCre* and *TdT* were indeed significantly more strongly expressed in the new transgenic line compared to the TdT*^Defa6iCre^*^Tg/+^ reference (**Figures 3C, D**). As expected, no changes were observed in other endogenous genes, such as *Defa24*, *Defa21*, and *Mmp7* (**Figures 3E–G**). To exclude that any observed effects were due to a difference in the number of PCs per crypt, we counted and compared the PC numbers per crypt in the Defa6 and Defa24 *Cre* transgenic mice based on TdT and LYZ1 signals. No differences could be detected in the number of cells per crypt positive for TdT and LYZ1 in the TdT*^Defa6iCre^*^Tg/Tg^*versus* TdT*^Defa24iCre^*^Tg/+^ (**Figure 3H**). To ensure Paneth cell specificity of the *iCre* expression in the TdT*^Defa24iCre^*^Tg/+^ line, we quantified the expression of the *iCre* gene in other organs (lung, liver, stomach, colon, and kidney, *n* = 3) and found the fold change between transgenic and wild-type mice was significantly higher in the ileum compared to all other tissues (**Figure 3I**).

**Figure 3:**
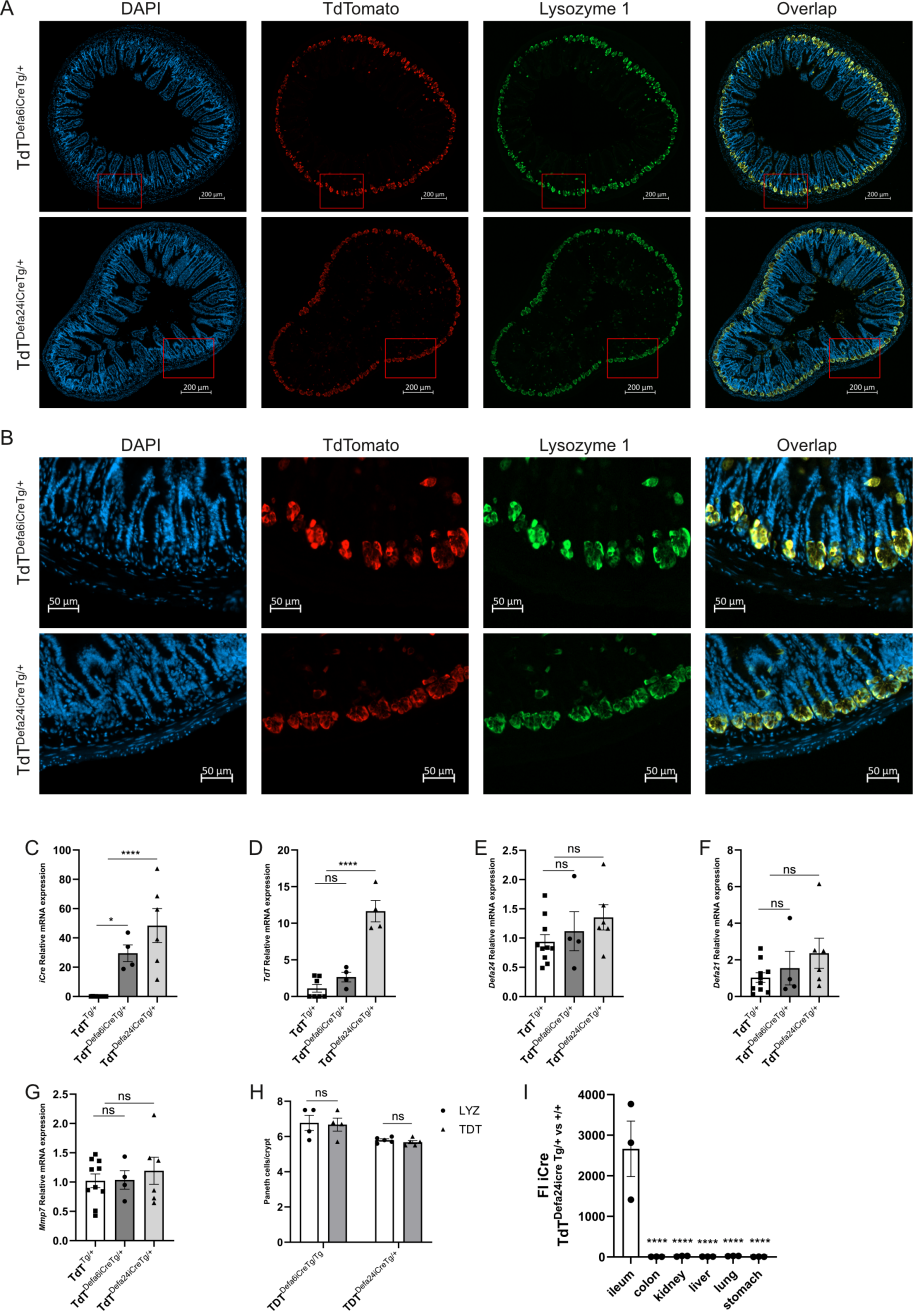
Comparison of cell type specificity and intensity of *iCre* expression in two transgenic lines. TdT*^Defa24iCre^*^Tg/+^ mice and TdT*^Defa6iCre^*^Tg/+^ mice were investigated at the age of 8 weeks. **(A)** Staining of ileum sections with DAPI, anti-TdT antibody, and anti-LYZ1 antibody and overlay of both pictures. Pictures taken with the Zeiss Axioscan 7 microscope (*n* = 3 and 4). **(B)** Zoomed in section cut-out of the images seen in **(A)**, providing a detailed view of the location of the TdT and LYZ1 signals. **(C–G)** From TdT*^Defa24iCre^*^Tg/+^ and TdT*^Defa6iCre^*^Tg/+^ mice ileums were isolated for qPCR on *iCre*, *TdT*, *Defa24, Defa21*, and *Mmp7*). **(H)** comparison of the number of Paneth cells observed in TdT*^Defa24iCre^*^Tg/+^ and TdT*^Defa6iCre^*^Tg/Tg^ mice. **(I)** Fold increase (FI) of iCre expression in different organs (ileum, colon, kidney, liver, lung, stomach) from TdT*^Defa24iCre^*^Tg/+^ versus TdT*^Defa24iCre^*^+/+^ mice (*n* = 3). **(C–I)***P*-values were analyzed with one-way ANOVA followed with *post hoc*, all *P*-values shown are from *post-hoc* tests (ns.: ANOVA or *post-hoc* test not significant, *P ≤ 0.05, ****P ≤ 0.0001). Each individual data point represents an individual mouse. All bars represent mean ± SEM.

### 3.7 Paneth cell–deficient mice by transgenic means

Our major ambition was to generate Paneth cell-deficient mice by cell ablation using a cross of Paneth cell–specific *Cre* mice with conditional DTA-expressing mice (Rosa26-promoter-floxed-STOP-DTA mice). Previous crosses using the *Defa6iCre* mice had been unsuccessful, even by breeding the *Cre* to homozygosity and having two *iCre* alleles (DTA*^Defa6iCre^*^Tg/Tg^ mice). Therefore, we generated DTA*^Defa24iCre^*^Tg/+^ mice and compared them with DTA*^Defa6iCre^*^Tg/Tg^ mice as well as with DTA^Tg/+^ mice, which are mice having no *Cre* alleles at all, and hence no DTA expression.

Initially, we performed H&E and AB/PAS staining to visualize the Paneth cells. However, as these cells are often difficult to distinguish unambiguously by optical means, we used transmission electron microscopy instead. With this method we can easily zoom in on the crypts and identify Paneth cells by the presence of electrodense granules. **Figure 4A** shows that in DTA mice without active iCre (DTA^Tg/+^), there are clearly Paneth cells present in the crypts. When the floxed-STOP-DTA mice are crossed with the *Defa6iCre* mice, it is clear that this does not lead to full removal of the Paneth cells, since we can still see cells that have crypts with electrodense granules. When using the *Defa24iCre*, no more cells with electrodense granules can be detected in any crypt, indicating that this iCre does indeed lead to full depletion of the Paneth cells in the mice.

**Figure 4:**
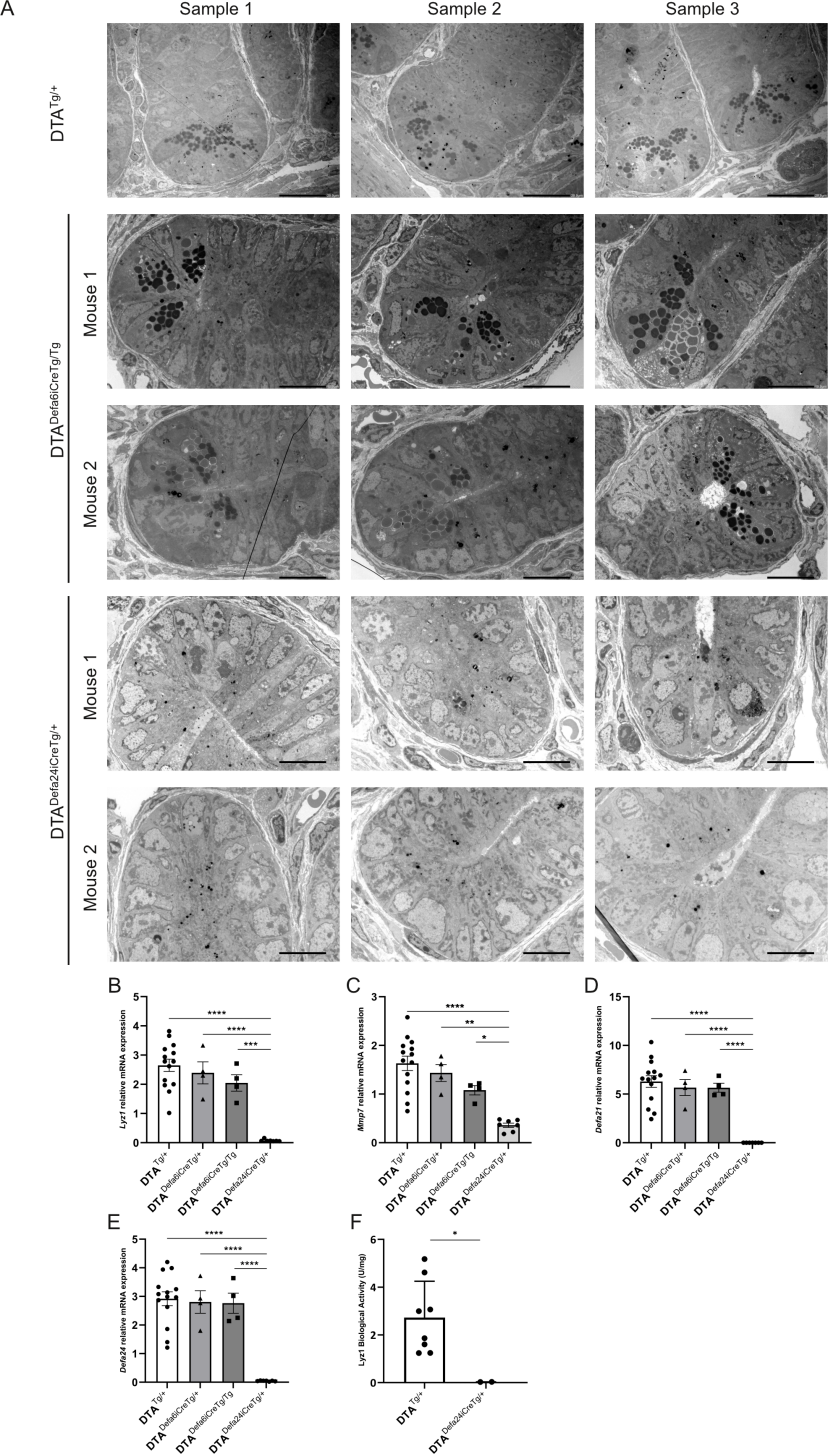
Paneth cell ablation using DTA*^Defa24iCre^*^Tg/+^ and DTA*^Defa6iCre^*^Tg/Tg^ mice. **(A)** TEM images of crypts of DTA^Tg/+^ mice (500×), DTA*^Defa24iCre^*^Tg/+^ (1000×), and DTA*^Defa6iCre^*^Tg/Tg^ mice (1000×), the scale bare represents 20 µm in 500× images and 10µm in 1000× images. **(B–E)** qPCR analysis of ileum samples of the DTA^Tg/+^ mice, DTA*^Defa24iCre^*^Tg/+^, DTA*^Defa6iCre^*^Tg/+,^and DTA*^Defa6iCre^*^Tg/Tg^ mice, measuring Paneth cell–specific transcripts, *Lyz1***(B)**, *Mmp7***(C)**, *Defa21***(D)**, and *Defa24***(E)**. **(F)** LYZ1 activity in ileum samples measured via LYZ1 activity assay kit in DTA^Tg/+^ and DTA*^Defa24iCre^*^Tg/+^ mice (*n* = 8 and 3, respectively). *P*-values were analyzed with one-way ANOVA **(B–F)** (*≤ ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001, ****P ≤ 0.0001). Each individual data point represents an individual mouse. All bars represent mean ± SEM.

We then applied qPCR of Paneth cell–specific genes to detect Paneth cell signals in ileum samples. *Lyz1*, *Defa21, Defa24*, and *Mmp7* are Paneth cell–specific genes in the small intestine that are reliably measured by qPCR. As shown in **Figures 4B–E**, *Lyz1*, *Mmp7*, *Defa21*, and *Defa24* expression was reduced in DTA*^Defa6iCre^*^Tg/Tg^ mice but still detectable, while in DTA*^Defa24iCre^*^Tg/+^ the signals were absent for all but *Mmp7*, which still showed strong reduction in DTA*^Defa24iCre^*^Tg/+^ mice compared to the other transgenic mice, confirming the absence of Paneth cells and suggesting a chronic killing of these cells thanks to the strong efficiency of the CRE and DTA expression.

Based on the TEM and qPCR analyses, the *Defa24iCre*-based DTA Paneth cell–ablated mice will be an interesting tool to study (patho)physiological aspects of the deficiency of these cells in mice in the future. We investigated a straightforward aspect of the functional consequences of the apparent complete loss of Paneth cells in DTA^Defa24iCreTg/+^ mice, focusing on their normal role in controlling bacterial populations. A lysozyme activity assay was performed, and the DTA*^Defa24iCre^*^Tg/+^ mice showed a complete loss of lysozyme activity (**Figure 4F**).

## 4 Discussion

In this paper, we describe the generation of a novel Paneth cell–specific *Cre* transgenic mouse, which we believe will be of significant interest to researchers studying these specialized cells (1). Since the discovery and introduction of site-specific recombinases (SSRs), with *Cre* recombinase and *loxP* site being the most widely used, generating cell-specific *Cre* transgenic mice has become highly valuable for a variety of purposes (31). The most obvious purposes are those leading to a cell-specific depletion of a genomic fragment marked by two *loxP* sites (floxed fragment), with two general applications (32). In the first part of a coding gene (exons, for example), it can be floxed, and cell-specific *Cre* (whether continuously expressed or induced at the transcriptional or post-transcriptional level, e.g., by tamoxifen) can delete the floxed fragment, leading to a cell-specific depletion of the normal transcript and, therefore, a cell-specific knockout. In the second application, a floxed STOP sequence prevents transgene expression when placed between a strong, ubiquitous promoter and the transgene. This STOP sequence typically consists of multiple regulatory elements, including transcriptional stop signals, translational stop codons, splice donor sites, and so forth. The ROSA26 promoter, a stable and ubiquitously active element first identified on mouse chromosome 6, is commonly used in this system (33). By crossing a mouse carrying a knocked-in transgene under the ROSA26 promoter—interrupted by a floxed STOP—with a cell-specific *Cre*-expressing mouse, the resulting double-mutant animals will undergo Cre-mediated excision of the STOP sequence specifically in *Cre*-expressing cells, enabling transgene expression only in those cells. This approach is generally performed using a single mutant allele of each (one *Cre* allele and one transgenic allele), as this is typically sufficient to achieve adequate transgene expression.

In search of a good Paneth cell–specific *Cre* mouse, we first evaluated the already described *Cre*-transgenic mice with Paneth cell specificity (1, 34). Selecting the appropriate *Cre* driver is crucial, as each of these new alleles carries its own advantages and limitations. Two different research groups have generated *Cre* knock-in mice in the coding region of the *Lyz1* gene on chromosome 10 (23, 24). *Lyz1* is strongly expressed in Paneth cells, but the destruction of one of the two alleles might lead to a reduction in *Lyz1* mRNA in these Paneth cells. In addition, the mouse cell atlas, a single-cell expression database for mice, shows that Lyz1 may be present in alveolar monocytes and alveolar type II cells (9). If true, then using this *Cre* mouse for Paneth cell ablation purposes will also deplete these lung populations, which is not optimal and might lead to off-target effects. The *Defa6*-driven *Cre* mice were generated first, based on the then known −6500 bp to +34 bp fragment of the cryptdin 2 sequence as described, and have been the gold standard of PC-specific *Cre* lines. The other Paneth-specific *Cre* transgenic mouse was generated, again by two groups, by knocking in the *Cre* gene under control of the *Defa4* gene, but in the 3’UTR, and bringing the *Cre* expression under the influence of *Defa4* without disrupting the coding sequence. This strategy is good, but however, it is unclear in which gene *Cre* was actually knocked in, because the *Defa4* gene no longer exists. From the paper, we believe it is the *Defa28* gene. This gene, though expressed in Paneth cells, is expressed more than 10,000 times less compared to the *Defa24* gene.

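Within each library of WT Paneth cells, the count of Defa24 was divided by that of Defa28. Defa24 had between 1517970 and 1794422 counts and Defa28 between 467 and 681 counts. The ratio was 2894 ± 319 (SD, n = 3), with 2635, 2798 and 3250 in replicates 1, 2 and 3 in that order. It lay between 2716 and 3024 with each library left out in turn, and the summed counts gave 2855. Reads that map to more than 1 place were not counted. Defa28 shares most of its exonic windows of 100 bases with other genes, among them Defa25, Defa27 and Defa-ps18, and Defa24 shares none of them, while of the windows of 50 bases 16.6% occur once for Defa28 and 68.4% for Defa24. When each count was divided by the gene's share of windows that occur once in the genome, the mean ratio was 662.8 with the longer windows and 702.5 with the shorter.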

Here we studied the expression levels of genes in purified Paneth cells by RNA-seq, as well as the stability of the transcripts in changing pathophysiological conditions and in different regions of the small intestine, and we concluded that *Defa24* or *Defa30* would be suitable candidates for driving *Cre* expression. Both genes were among the most highly expressed in Paneth cells, with minimal transcriptional changes observed across different localizations and physiological states (**Tables 1**, **2**). Furthermore, there is no evidence suggesting that these genes are transcribed outside of Paneth cells in mice (9). We generated mice expressing the improved *Cre* gene (*iCre*) under control of the *Defa24* sequences in a BAC construct and generated mice by injection in pronuclei of zygotes. There are three advantages of using BACs in transgenic research: (i) compared to plasmids, BACs form fewer concatemers at the integration site; (ii) genes in BAC clones are also less influenced by expression-repressive signals from the integration site because the BAC sequences function as insulators; and (iii) the *iCre* gene will have all *Defa24*-specific signals for correct expression that are present in a stretch of 41 kB, which is 20 kB before the *iCre* gene and 21 kB behind it. This provides an advantage over the previous Defa6-driven line, which only includes a limited upstream region of the gene. Our approach is much more likely to include a full set of regulator sequences. One of the four founders was selected and appeared to have stronger activity than the *Defa6iCre* transgenic mice, yet was Paneth cell specific.

Moreover, the transgenic line, when crossed with conditional DTA mice (as described above, using the R26 promoter and floxed STOP signals), led to ablation of all Paneth cells, which was also superior compared to the *Defa6iCre* line. We were especially interested in using this system to express a toxic gene, DTA, in Paneth cells and to generate Paneth cell–ablated mice, in which we have succeeded using heterozygous DTA*^Defa24iCre^*. Generation of a Paneth cell–deficient mouse will be an exceptional tool to study intestinal homeostasis, immunity, and host-microbe interactions (1, 2, 35). Of particular interest is the crosstalk between Paneth cells and intestinal stem cells in the context of intestinal turnover and remodeling. While Paneth cells play a unique role in providing niche factors essential for stem cell maintenance, the precise mechanisms by which the intestinal stem cell niche is preserved in their absence remain unclear (36). In 1997, Garabedian et al. already described mice generated for that purpose, but they were not designed to operate via *Cre*-mediated SSR (16). Rather, the mice consisted of DTA, cloned behind a so-called promoter of the mouse *cryptdin-2* gene, and the construct integrated randomly in the genome of mice. Though the mice displayed 82% Paneth cell ablation, the strategy is, in a way, a dead end, because the transgenic product is usable only for one purpose and does not have the versatility of a good *Cre* transgenic mouse. In this regard, the *Defa24iCre* mouse offers a distinct advantage for Paneth cell ablation, particularly when compared to previous methods involving dithizone, as it eliminates the potential off-target effects on both the host and the microbial community (19). Functional studies must be done with this new transgenic line in order to assess the impact of Paneth cell ablation on the overall intestinal homeostasis. Furthermore, it may also be interesting to profile the performance (efficiency) of our new *iCre* line for creating very large deletions such as *Apc*^+/^*^fle1–15^* (37).

Multiple updates to the α-defensin (*Defa*) locus have caused confusion among researchers, as its annotation has evolved over time (3), ultimately leading to the depletion of the *Defa6* gene after it was shown to be identical to the *Defa24* gene. The new transgenic line that we have generated, therefore, is another version of the *Defa6iCre* line generated by Adolph et al. (21). Yet it proves to be more active in expression and activity in Paneth cells (21). A reason for the apparent discrepancy of *Cre* expression in two models may be due to the technology that was applied. In contrast to Adolph et al. (21), we have applied a BAC-based system, which clearly has advantages over a plasmid system (as discussed above). Moreover, the integration site of the construct of Adolph and ours will surely be different, but ours may be favorable for expression of the *iCre* gene and protein.

This research underscores the value of the newly developed transgenic mouse for optimizing experimental strategies in Paneth cell-conditional gene manipulation. Considering the four key aspects of *Cre* gene targeting (specificity, leakiness, efficiency, and off-target effects), the *Defa24iCre* line demonstrates clear advantages over the previous version, the *Defa6iCre*.

## Data Availability

RNA-seq data deposited at the National Center for Biotechnology Information Gene Expression Omnibus public database (http://www.ncbi.nlm.nih.gov/geo/) under following accession numbers:Paneth cells sorted from wild-type C57BL/6J mice, (n=3): GSE269510 (**Supplementary Table 1**). Paneth cells from C57BL/6J cells, either injected with 250 \uf06dl PBS or injected with 25 \uf06dg recombinant TNF (n=4): GSE267790 (**Table 1**). Paneth cells sorted from wild-type C57BL/6J mice, (n=4), namely from the duodenum, the jejunum and the ileum: GSE255507 (**Table 2**).

## References

[1] WallaeysC Garcia-GonzalezN LibertC . Paneth cells as the cornerstones of intestinal and organismal health: a primer. EMBO Mol Med. (2022) 15:e16427. doi: 10.15252/emmm.202216427, PMID: 36573340 PMC9906427

[2] LueschowSR McElroySJ . The paneth cell: the curator and defender of the immature small intestine. Front Immunol. (2020) 11:587. doi: 10.3389/fimmu.2020.00587, PMID: 32308658 PMC7145889

[3] TimmermansS WallaeysC De BeulS Garcia-GonzalesN LibertC . Detection of chimeric alpha-defensin transcripts and peptides in mouse Paneth cells. Front Immunol. (2025) 16:1543059. doi: 10.3389/fimmu.2025.1543059, PMID: 39981239 PMC11840258

[4] TimmermansS WallaeysC Garcia-GonzalezN PollarisL SaeysY LibertC . Identification and characterization of multiple paneth cell types in the mouse small intestine. Cells. (2024) 13:1435. doi: 10.3390/cells13171435, PMID: 39273007 PMC11394207

[5] WallaeysC Garcia-GonzalezN TimmermansS VandewalleJ VanderhaeghenT De BeulS . Paneth cell TNF signaling induces gut bacterial translocation and sepsis. Cell Host Microbe. (2024) 32:1725–1743.e7. doi: 10.1016/j.chom.2024.08.007, PMID: 39243761 PMC12938039

[6] SatoT van EsJH SnippertHJ StangeDE VriesRG van den BornM . Paneth cells constitute the niche for Lgr5 stem cells in intestinal crypts. Nature. (2011) 469:415–8. doi: 10.1038/nature09637, PMID: 21113151 PMC3547360

[7] VerhagenMP JoostenR SchmittM VälimäkiN SacchettiA RajamäkiK . Non-stem cell lineages as an alternative origin of intestinal tumorigenesis in the context of inflammation. Nat Genet. (2024) 56:1456–67. doi: 10.1038/s41588-024-01801-y, PMID: 38902475 PMC11250264

[8] SchmittM ScheweM SacchettiA FeijtelD van de GeerWS TeeuwssenM . Paneth cells respond to inflammation and contribute to tissue regeneration by acquiring stem-like features through SCF/c-kit signaling. Cell Rep. (2018) 24:2312–2328.e7. doi: 10.1016/j.celrep.2018.07.085, PMID: 30157426

[9] HanX WangR ZhouY FeiL SunH LaiS . Mapping the mouse cell atlas by microwell-seq. Cell. (2018) 172:1091–1107.e17. doi: 10.1016/j.cell.2018.02.001, PMID: 29474909

[10] FeiL ChenH MaL EW WangR FangX . Systematic identification of cell-fate regulatory programs using a single-cell atlas of mouse development. Nat Genet. (2022) 54:1051–61. doi: 10.1038/s41588-022-01118-8, PMID: 35817981

[11] HanX ZhouZ FeiL SunH WangR ChenY . Construction of a human cell landscape at single-cell level. Nature. (2020) 581:303–9. doi: 10.1038/s41586-020-2157-4, PMID: 32214235

[12] HallB LimayeA KulkarniAB . Overview: generation of gene knockout mice. Curr Protoc Cell Biol. (2009). doi: 10.1002/0471143030.cb1912s44, PMID: 19731224 PMC2782548

[13] KimH KimM ImS-K FangS . Mouse Cre-LoxP system: general principles to determine tissue-specific roles of target genes. Lab Anim Res. (2018) 34:147–59. doi: 10.5625/lar.2018.34.4.147, PMID: 30671100 PMC6333611

[14] LiS ChenL PengX WangC QinB TanD . Overview of the reporter genes and reporter mouse models. Anim Model Exp Med. (2018) 1:29–35. doi: 10.1002/ame2.12008, PMID: 30891544 PMC6357428

[15] TakahashiN VanlaereI de RyckeR CauwelsA JoostenLAB LubbertsE . IL-17 produced by Paneth cells drives TNF-induced shock. J Exp Med. (2008) 205:1755–61. doi: 10.1084/jem.20080588, PMID: 18663129 PMC2525583

[16] GarabedianEM RobertsLJJ McNevinMS GordonJI . Examining the role of paneth cells in the small intestine by lineage ablation in transgenic mice*. J Biol Chem. (1997) 272:23729–40. doi: 10.1074/jbc.272.38.23729, PMID: 9295317

[17] SawadaM TakahashiK SawadaS MidorikawaO . Selective killing of Paneth cells by intravenous administration of dithizone in rats. Int J Exp Pathol. (1991) 72:407–21. PMC20019551883741

[18] ShermanMP BennettSH HwangFFY ShermanJ BevinsCL . Paneth cells and antibacterial host defense in neonatal small intestine. Infect Immun. (2005) 73:6143–6. doi: 10.1128/IAI.73.9.6143-6146.2005, PMID: 16113336 PMC1231051

[19] BergerJN GongH GoodM McElroySJ . Dithizone-induced Paneth cell disruption significantly decreases intestinal perfusion in the murine small intestine. J Pediatr Surg. (2019) 54:2402–7. doi: 10.1016/j.jpedsurg.2019.02.021, PMID: 30857731 PMC6707906

[20] VaishnavaS BehrendtCL IsmailAS EckmannL HooperLV . Paneth cells directly sense gut commensals and maintain homeostasis at the intestinal host-microbial interface. Proc Natl Acad Sci. (2008) 105:20858–63. doi: 10.1073/pnas.0808723105, PMID: 19075245 PMC2603261

[21] AdolphTE TomczakMF NiederreiterL KoH-J BöckJ Martinez-NavesE . Paneth cells as a site of origin for intestinal inflammation. Nature. (2013) 503:272–6. doi: 10.1038/nature12599, PMID: 24089213 PMC3862182

[22] BurgerE AraujoA López-YglesiasA RajalaMW GengL LevineB . Loss of Paneth cell autophagy causes acute susceptibility to Toxoplasma gondii-mediated inflammation. Cell Host Microbe. (2018) 23:177–190.e4. doi: 10.1016/j.chom.2018.01.001, PMID: 29358083 PMC6179445

[23] van EsJH WiebrandsK López-IglesiasC van de WeteringM ZeinstraL van den BornM . Enteroendocrine and tuft cells support Lgr5 stem cells on Paneth cell depletion. Proc Natl Acad Sci. (2019) 116:26599–605. doi: 10.1073/pnas.1801888117, PMID: 31843916 PMC6936398

[24] YuS TongK ZhaoY BalasubramanianI YapGS FerrarisRP . Paneth cell multi-potency induced by Notch activation following injury. Cell Stem Cell. (2018) 23:46–59.e5. doi: 10.1016/j.stem.2018.05.002, PMID: 29887318 PMC6035085

[25] WangR ZhangP WangJ MaL EW SuoS . Construction of a cross-species cell landscape at single-cell level. Nucleic Acids Res. (2023) 51:501–16. doi: 10.1093/nar/gkac633, PMID: 35929025 PMC9881150

[26] BalasubramanianI BandyopadhyayS FloresJ Bianchi-SmakJ LinX LiuH . Infection and inflammation stimulate expansion of a CD74+ Paneth cell subset to regulate disease progression. EMBO J. (2023) 42:e113975. doi: 10.15252/embj.2023113975, PMID: 37718683 PMC10620768

[27] MadisenL ZwingmanTA SunkinSM OhSW ZariwalaHA GuH . A robust and high-throughput Cre reporting and characterization system for the whole mouse brain. Nat Neurosci. (2010) 13:133–40. doi: 10.1038/nn.2467, PMID: 20023653 PMC2840225

[28] LeeP MorleyG HuangQ FischerA SeilerS HornerJW . Conditional lineage ablation to model human diseases. Proc Natl Acad Sci U.S.A. (1998) 95:11371–6. doi: 10.1073/pnas.95.19.11371, PMID: 9736743 PMC21649

[29] Cardenas-DiazFL LibertiDC LeachJP BabuA BaraschJ ShenT . Temporal and spatial staging of lung alveolar regeneration is determined by the grainyhead transcription factor Tfcp2l1. Cell Rep. (2023) 42:112451. doi: 10.1016/j.celrep.2023.112451, PMID: 37119134 PMC10360042

[30] NagyA . Cre recombinase: the universal reagent for genome tailoring. Genesis. (2000) 26:99–109. doi: 10.1002/(SICI)1526-968X(200002)26:2<99::AID-GENE1>3.0.CO;2-B, PMID: 10686599

[31] KühnR SchwenkF AguetM RajewskyK . Inducible gene targeting in mice. Science. (1995) 269:1427–9. doi: 10.1126/science.7660125, PMID: 7660125

[32] RajewskyK GuH KühnR BetzUA MüllerW RoesJ . Conditional gene targeting. J Clin Invest. (1996) 98:600–3. doi: 10.1172/JCI118828, PMID: 8698848 PMC507466

[33] ZambrowiczBP ImamotoA FieringS HerzenbergLA KerrWG SorianoP . Disruption of overlapping transcripts in the ROSA βgeo 26 gene trap strain leads to widespread expression of β-galactosidase in mouse embryos and hematopoietic cells. Proc Natl Acad Sci U.S.A. (1997) 94:3789–94. doi: 10.1073/pnas.94.8.3789, PMID: 9108056 PMC20519

[34] ParryL YoungM El MarjouF ClarkeAR . Protocols for analyzing the role of paneth cells in regenerating the murine intestine using conditional cre-lox mouse models. J Vis Exp. (2015) 105:53429. doi: 10.3791/53429, PMID: 26649885 PMC4755722

[35] Barreto E BarretoL RattesIC da CostaAV GamaP . Paneth cells and their multiple functions. Cell Biol Int. (2022) 46:701–10. doi: 10.1002/cbin.11764, PMID: 35032139

[36] QuinteroM SamuelsonLC . Paneth cells: dispensable yet irreplaceable for the intestinal stem cell niche. Cell Mol Gastroenterol Hepatol. (2025) 19:101443. doi: 10.1016/j.jcmgh.2024.101443, PMID: 39708920 PMC11847746

[37] CheungAF CarterAM KostovaKK WoodruffJF CrowleyD BronsonRT . Complete deletion of Apc results in severe polyposis in mice. Oncogene. (2010) 29:1857–64. doi: 10.1038/onc.2009.457, PMID: 20010873 PMC2990498

How the deposited data were processed for this re-analysis (not part of the article)

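Bulk RNA-seq of cells sorted from the small-intestinal crypts of C57BL/6J mice was analysed in 12 libraries, with 3 each of WT Paneth, WT non-Paneth, GRKO Paneth and GRKO non-Paneth cells. The paper reports on the 3 WT Paneth libraries, and the other 9 libraries of the same table were analysed beside them. The authors aligned single-end reads of stranded TruSeq libraries with STAR to mm39 and an annotation that the methods call gencode v28, and counted reads during alignment. The values are raw counts, all whole numbers, with no normalization and with genes without counts kept. Reads that map to several places, or that overlap several genes, are not in these counts, and no read data were used here. The table holds 55414 genes by Ensembl identifier, of which 54749 (98.8%) were named through GENCODE vM39 and 665 kept their identifier. No library was left out. The series behind Table 1 and Table 2, the qPCR, the imaging and the cell-atlas data were not analysed here.

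The genotype was taken from the sample titles. The labels name no sequencing or library batch, so that a batch that followed the genotype or the cell fraction cannot be told apart from it. Within a genotype, a replicate number is taken to stand for a mouse that gave both cell fractions. After the mean of each group was removed, the correlation between the WT Paneth and WT non-Paneth libraries of 1 number was 0.35, 0.23 and 0.24. These values lie above the limit of 0.1 that had been set, and the numbers were taken to pair the libraries in this comparison. For GRKO Paneth and non-Paneth libraries the correlation was 0.013, 0.26 and 0.47. Between genotypes, where 1 number stands for different mice, it reached 0.16, so passing the limit does not by itself establish pairing. To look for duplicated libraries, the counts of each 2 libraries of a group were compared, and the chi-square per degree of freedom lay between 13.2 and 50.4, where a repeat of 1 library would give about 1.

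The total per library had a median of 12327786 counts in WT Paneth, 14377987 in WT non-Paneth, 13442915 in GRKO Paneth and 15702760 in GRKO non-Paneth cells. TMM factors, which divide out differences in composition, lay between 0.656 and 0.826 in WT Paneth, 0.661 and 0.812 in GRKO Paneth, 1.20 and 1.22 in WT non-Paneth and 1.46 and 1.50 in GRKO non-Paneth cells. Levels, ranks and shares were computed on counts or on CPM of all gene counts. Fold changes come from fits on TMM-scaled counts. Where a group had no counts, a floor of 3 counts over the group was used for the fold. Such limits cover counting error only.

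Differences were tested with edgeR 4.0.16 in R 4.3.3 (glmQLFit with robust estimates, glmQLFTest, filterByExpr, TMM), with 1 mean per group and a threshold of 5% on the false discovery rate over 13057 genes. The comparisons were WT Paneth against WT non-Paneth, GRKO against WT in Paneth cells, GRKO against WT in non-Paneth cells, and the difference between the last 2 (the interaction of genotype and cell fraction). The procedure was tested on simulated data, negative binomial counts drawn for the same 4 groups with 200 genes changed per comparison. It recovered 94, 96, 95.5 and 92% of them in the order of the comparisons above, and 4.1, 6.3, 5.4 and 7.1% of the genes it called were unchanged. Every simulated change was larger than 0.686, the median absolute log2 fold change of the genes called between GRKO and WT Paneth cells. The shares recovered therefore do not hold for smaller differences. The alternatives were DESeq2 1.42.0, RLE factors, scaling by library totals only, Lyz1 and the Defa genes left out of the scaling, no filter on low counts, at least 10 counts in every library of 1 of the groups compared, a fit on only the groups compared, a replicate block, a false discovery rate of 1%, and each library left out in turn. Levels were recomputed with counts divided by exonic length or by the share of exonic windows that occur once in the genome. The main choices and these alternatives were fixed before the count file was opened, but after the first part of the paper's count table, which holds the same 12 counts per gene, had been seen.

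The genes named in the text follow a rule written at the same time. It covers Lyz1, Lyz2, the 28 Defa genes, Mmp7 and Vil1, the 10 most abundant genes of WT Paneth cells, Nr3c1, and lists written beforehand of 8 glucocorticoid receptor targets, of sort markers, of lineage markers (goblet, enterocyte, stem, enteroendocrine, tuft, immune and proliferation genes, and other Paneth cell genes), and of sex and housekeeping genes. It adds, for each comparison, the 5 genes with the largest positive and the 5 with the largest negative log2 fold change. They were taken from genes past the threshold with at least 10 CPM in a group compared and, between 2 groups, no overlap of their libraries. This limit was set on CPM after TMM scaling. On that scale Sgk1 had 11.64 CPM in WT Paneth cells, against 8.54 CPM by library totals. Correlations across genes were tested with 100000 permutations. For comparisons of 3 libraries with 3, all 10 splits of the libraries were fitted, and for the interaction 100 assignments of the genotype labels.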

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

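Among the tests reported here, those on library size, on GC content and gene length, on the share of enterocytes, on tuft cells or Paneth-sort cells moving between the sorts and on the splits of the interaction that keep the non-Paneth libraries together were chosen after the results they address had been seen.

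The paper does not report on the GRKO libraries. In GRKO Paneth cells Nr3c1, the deleted gene, was lower than in WT Paneth cells (log2 fold change −2.31, standard error 0.319, adjusted p = 0.0331 by edgeR), with 4.73 to 12.1 CPM in the 3 GRKO libraries and 33.0 to 41.1 CPM in the 3 WT libraries. Over the alternatives its adjusted p ranged from 3.9e-38 to 0.154 and its log2 fold change from −2.82 to −2.03. It passed 0.05 in all but the fit on only the groups compared (adjusted p = 0.0655), without GRKO Paneth replicate 2 (0.154) and without WT Paneth replicate 1 (0.121). In all, 420 of 13057 genes differed, 222 higher and 198 lower in GRKO cells, and 3492 at an unadjusted p under 0.05. The number rests on single libraries. It was 1619 without GRKO Paneth replicate 1, 41 without GRKO Paneth replicate 3, 86 without WT Paneth replicate 2 and 1 without WT Paneth replicate 1 (Mt1, which is outside the rule for named genes and was chosen after its values were seen), while without WT Paneth replicate 3 it was 615. Without GRKO Paneth replicate 2 edgeR called 0 genes, with 2061 at an unadjusted p under 0.05, and DESeq2 on all libraries called 1464. Of the 10 splits of the 6 Paneth libraries, 1, the real one, gave as many genes. The 9 others gave 0 genes by edgeR, with 363 to 2214 at an unadjusted p under 0.05, and DESeq2 was not run on them. As 10 splits cannot give a share under 0.05, they cannot exclude chance by themselves.

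Several technical explanations of these 420 genes were tested. With all libraries thinned to the smallest total, the median over 9 draws was 384 genes (330 to 420), which argues against library size. Sex does not separate the genotypes, since 1 of the 3 WT Paneth libraries, replicate 2, had more Xist than Y-linked transcripts and no GRKO Paneth library had. That library is also one of those on which the number rests, and the part that sex has in it was not tested. With Lyz1 and the Defa genes left out of the scaling 416 genes were called, but this left the median log2 fold change of all genes at 0.03 and so decides little, while library totals only gave 2 genes, and an effect of a few abundant genes stays open. A trend on GC content and gene length remains open too. When each library's trend on both was removed, 19 genes were called, 18 of them among the 420, and 3303 had an unadjusted p under 0.05. The same procedure with GC content and length shuffled between genes gave 436 genes (367 to 483). Across genes, which are not independent replicates, the log2 fold change rose with gene length (Spearman's rho 0.328). The differences themselves changed less than the number. The log2 fold changes of all genes before and after had a correlation of 0.966, and of the 420 genes all 420 kept their direction and 417 had an unadjusted p under 0.05 after removal, with a median absolute log2 fold change of 0.574 in place of 0.686. A technical difference between libraries that follows gene length is a candidate explanation for part of these differences and for how many pass the threshold, and a biological difference that follows gene length might look the same. Nr3c1 stayed past the threshold after the trend was removed (log2 fold change −2.42, adjusted p = 0.0215). Genotype and any unlabelled batch cannot be told apart.

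Of Lyz1 and the Defa genes, which the paper does not discuss in GRKO mice, 1 of 21 tested differed between GRKO and WT Paneth cells. Defa35 had a log2 fold change of −0.88 (standard error 0.161, adjusted p = 0.0382 by edgeR), with 85.8 to 121 CPM in the 3 GRKO libraries and 180 to 198 CPM in the 3 WT libraries. The log2 fold changes of all 21 genes lay between −0.88 and 0.11. Over the alternatives that of Defa35 ranged from −0.97 to −0.72 and its adjusted p from 2.39e-06 to 0.217. It did not pass 0.05 with library totals only (0.059), in the fit on only the groups compared (0.0863), without GRKO Paneth replicate 2 (0.217), without WT Paneth replicate 1 (0.111) and without WT Paneth replicate 2 (0.0529), nor did it pass 1%. Of its 100-base exonic windows 67% occur once in the genome, and the others are shared with Defa5, Defa34, Defa36 and Defa37, so that its count leaves out part of its reads. Defa35 was not among the 19 genes called after the trend on GC content and gene length had been removed (log2 fold change −0.37, adjusted p = 0.219 by edgeR), and that trend may account for part of the difference. An effect of the receptor on this gene also stays open.

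In non-Paneth cells, 4869 genes differed between GRKO and WT mice, 2283 higher and 2586 lower in GRKO cells, and 6073 at an unadjusted p under 0.05. Nr3c1 had a log2 fold change of −2.67 (standard error 0.298, adjusted p = 6.66e-05 by edgeR), lower in 3 of 3 libraries. The number lay between 3637 and 4264 with each library left out in turn. In these fits 1359 to 1597 genes were higher and 2271 to 2667 lower in GRKO cells. The higher genes made up 37.2% to 39.1% of those called, in place of 46.9%. All libraries gave 39.7% with RLE factors, 40.7% with DESeq2 and 39.9% with at least 10 counts in every library of a group. The filter left out, only the groups compared, the replicate block, and scaling without Lyz1 and the Defa genes gave 47.1% to 47.7%. Library totals only gave 74.6%, and a false discovery rate of 1% gave 42.7%. The balance of directions therefore depends on scaling, filter and method as well as on the libraries kept. The enterocyte list had a median log2 fold change of −2.31 and Vil1 was lower in 3 of 3 libraries (adjusted p = 1.62e-05). A lower share of enterocytes in the GRKO sort would raise every other cell type alike, and the medians of the tuft and goblet lists lay 5.888 apart on the log2 scale, which argues against it as the whole cause. After thinning to the smallest total 4641 genes were called (4611 to 4681), and after removal of the trend on GC content and gene length 5275, so neither accounts for the number. Of the 10 splits of the 6 non-Paneth libraries, 1, the real one, gave as many genes. The 9 others gave 0 genes by edgeR, with 69 to 498 at an unadjusted p under 0.05, and DESeq2 was not run on them. By themselves these splits cannot exclude chance, as 10 cannot give a share under 0.05. What stays open is a batch that followed the genotype, a different gate, and an effect of the deletion on the cells or on their proportions. The sort markers were higher in GRKO non-Paneth cells, Cd24a by a log2 fold change of 1.41 (adjusted p = 0.000116) and Kit by 1.55 (adjusted p = 0.00637).

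The paper does not discuss tuft cells. The 5 tuft genes (Dclk1, Trpm5, Pou2f3, Avil and Sh2d6, none of them in another list) were all higher in WT Paneth than in WT non-Paneth cells, with a median log2 fold change of 5.772 (5.28 to 6.02). Trpm5, the most abundant of them, had 85.7 CPM in WT Paneth and 3.57 CPM in WT non-Paneth cells, and Dclk1 had 65.7 and 1.65 CPM. Summed over the 5 genes, the WT Paneth libraries had 158, 226 and 365 CPM and the WT non-Paneth libraries 4.50 to 11.8 CPM. Carry-over of other crypt cells in general would give all lineage lists a similar ratio, and the tuft and enterocyte lists lay 11.28 apart, against SDs between libraries of 0.64 and 1.64. Tuft cells that meet the Paneth sort gate, in which Cd24a (log2 fold change 3.65) and Kit (3.92) were higher than outside it, may be the source, and expression of these genes in Paneth cells also stays open, as bulk libraries cannot tell them apart.

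The same 5 genes were higher in GRKO than in WT non-Paneth cells, with a median log2 fold change of 4.861 (4.12 to 5.40). Summed, they had 281, 407 and 102 CPM in the GRKO non-Paneth libraries, and 602, 968 and 344 CPM in the GRKO Paneth libraries. Paneth-sort cells carried into the GRKO non-Paneth sort would bring Lyz1 and the Defa genes with them, and the median log2 fold change of these was −0.024. It lay between −0.41 and 0.95 with each library left out, the last without WT non-Paneth replicate 2, where 10 of 21 had an unadjusted p under 0.05. The levels are further apart. In the GRKO non-Paneth libraries Lyz1 had 0.178% to 0.22% of its mean level in GRKO Paneth cells and the sum of the 5 tuft genes had a share of its own mean there that was 89.6 to 291 times as large in the same library, which argues against that source, unless tuft cells alone were carried over. A move of tuft cells from the Paneth sort to the non-Paneth sort would lower the list in GRKO Paneth cells, where its median log2 fold change was 1.356. There 0 of the 5 genes passed the threshold by edgeR and 0 by DESeq2, with 2 at an unadjusted p under 0.05 by edgeR, and the mean of log2(CPM + 1) over the list differed by 1.28 (exact two-sided permutation test, p = 0.2, when 3 libraries against 3 allow no p below 0.1), so this cannot be told apart from a rise in both sorts. More tuft cells in GRKO mice may explain the pattern, and so may a change of gate between the genotypes.

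The genotype effect differed between Paneth and non-Paneth cells for 2445 genes by the interaction, 1496 of them positive and 949 negative, with 4345 at an unadjusted p under 0.05, and DESeq2 gave 3029. Without WT non-Paneth replicate 2 the number was 1562, of which 1539 were among the 2445. Among the genes named by the rule, the most negative with counts in every group was Sst (log2 difference −5.15, standard error 0.618, adjusted p = 0.000646). Of 100 splits that assign the genotype labels anew within the cell fractions, 3 gave as many genes, the real one included. As each cell fraction was assigned separately, these splits can give the sorts of 1 mouse different genotypes and so ignore the pairing. In these, 90 splits mix the non-Paneth libraries and so remove the difference found there, and they gave 0 or 1 gene by edgeR, with 65 to 2062 at an unadjusted p under 0.05 (DESeq2 was not run on them). Of the 10 splits that keep the non-Paneth libraries together, 3 gave as many, the real one included. With the Paneth libraries mixed, 8 of these gave between 1235 and 3444 genes, and the exchange of the genotypes in 1 cell fraction gave 4004. All 10 keep the difference found in non-Paneth cells, which by itself gives many genes. The number of a split therefore follows mostly from whether it keeps that difference, and neither set decides on a chance arrangement of the Paneth libraries. After thinning, 2378 genes were called (2367 to 2403), and after removal of the trend on GC content and gene length 2938, which argues against both. In the simulated data 7.1% of the genes called in the interaction were unchanged, and without WT non-Paneth replicate 2 1539 of the 2445 genes were kept. The simulated counts were drawn gene by gene, with no genotype difference outside the changed genes. The first value therefore covers the spread of single genes only. The fit without 1 library shares all its libraries with the main fit, so genes are kept whatever their cause. Neither value decides on chance. A genotype effect that depends on the cell fraction was not separated from the difference in non-Paneth cells or from a chance arrangement of the Paneth libraries. Nor was it separated from a batch that followed both the genotype and the sort, and all of these stay open.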

How the results depend on the processing

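No test of an explanation is reported here, and 1 alternative, a filter of at least 75 counts summed over all 12 libraries, which gave 13130 detected genes, was chosen after the results had been seen.

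Across the 66 genes whose fold change was followed, 905 of 1038 values under an alternative kept their direction and their side of the threshold, 125 kept the direction and lost the threshold, 4 gained it and 4 changed direction. Of the 31 genes compared between WT Paneth and WT non-Paneth cells, 455 of 463 values were kept. Ptprc gained the threshold without the filter on low counts, with the replicate block (log2 fold change 3.40) and with DESeq2, and Tbp with library totals only (−0.88). Rpl13a, 0.68, changed direction with library totals only (−0.0036), a shift that this scaling gives the median of all genes too. Without each library in turn Tbp lay between −0.26 and 0.0081 and changed direction without WT non-Paneth replicate 3, and Reg3g lay between −1.38 and 0.19 and changed direction without WT non-Paneth replicate 2 (0.19) and without WT Paneth replicate 1 (0.15), both without passing the threshold. In the comparison of GRKO and WT Paneth cells all 11 genes lost the threshold under some alternative (70 of 165 values), in non-Paneth cells 4 of 14 did (16 of 210 values; Fgf15, Fosb, Plb1 and Ubd), and in the interaction 7 of 10 (39 of 200 values; Gprc5a, Hmx2, Hmx3, Plcb2, Rgs13, Slc16a3 and Trim38).

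The number of genes that differed between WT Paneth and WT non-Paneth cells was 6624. It was 6861 with DESeq2, 5936 on only the groups compared, 6952 with the replicate block, which pairs the sorts of 1 mouse (6500 shared with the 6624), 4991 at a false discovery rate of 1%, and between 5878 and 6498 with each library left out in turn. In this comparison and in the interaction the block had 1 level per mouse within each genotype. For GRKO against WT cells it had 1 level per replicate number. There it ties WT and GRKO mice of the same number, which are different mice. Scaling by library totals only moved the median log2 fold change of all genes to −0.68 here, to 0.31 between GRKO and WT non-Paneth cells and to −0.28 in the interaction. Under it 8992 genes were called and 12.2% of them were higher in Paneth cells, in place of 47.3%. Between GRKO and WT non-Paneth cells it called 5823 with 74.6% higher, in place of 46.9%, and in the interaction 2587 with 29% positive, in place of 61.2%. The TMM factors of Paneth and non-Paneth libraries lie on opposite sides of 1, which this scaling ignores.

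The 420 genes of GRKO against WT Paneth cells depended on most choices. Scaling by library totals only gave 2 genes (Nr3c1, and Sectm1b, which was chosen after its values were seen), no filter on low counts 1780 (410 shared with the 420), and DESeq2 1464 (416 shared). The replicate block gave 977 (418 shared), although replicate numbers pair no libraries between genotypes, where the correlations lay between −0.098 and 0.16. Only the groups compared gave 0 by edgeR, with 2341 genes at an unadjusted p under 0.05, and a false discovery rate of 1% gave 0 with the same 3492 genes at an unadjusted p under 0.05 as at 5%. With each library left out in turn the number lay between 0 and 1619. At least 10 counts in every library of a group gave 595. Of Lyz1 and the Defa genes 1 was called. It was 0 by edgeR under library totals only, only the groups compared and a false discovery rate of 1%, with 1, 2 and 1 of 21 genes at an unadjusted p under 0.05, and 1 by DESeq2. It was 2 without the filter (Defa21 and Defa35), and between 0 and 1 with each library left out, with 0 without GRKO Paneth replicate 2, WT Paneth replicate 1 or WT Paneth replicate 2, each with 1 gene at an unadjusted p under 0.05. Fewer libraries and a stricter threshold belong to the settings that bring them, and for the others the cause was not tested.

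Between GRKO and WT non-Paneth cells a false discovery rate of 1% gave 3002 genes in place of 4869, by its stricter threshold, DESeq2 gave 4932 and the replicate block 4991. In the interaction the stricter rate gave 955 in place of 2445, the replicate block 2977, and each library left out in turn gave between 1562 and 2610, the lowest without WT non-Paneth replicate 2, for which the cause was not tested.

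Of 210 median log2 fold changes of gene lists under an alternative, 199 moved by less than the spread between libraries, 8 moved by more and 3 changed direction. The proliferation list in WT Paneth against WT non-Paneth cells had 0.13, and −0.57 with library totals only, under which the median of all genes moved by more than that from 0. The enteroendocrine list in GRKO against WT non-Paneth cells had 0.14, and between −0.24 and 0.55 with each library left out, with −0.03 without GRKO non-Paneth replicate 2 and −0.24 without WT non-Paneth replicate 3. With none of its 5 genes past the threshold it has no direction here.

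The ratio of Defa24 to Defa28 in WT Paneth cells, 2894, was 662.8 and 702.5 after division by the shares of unique 100-base and 50-base windows, as few windows of Defa28 are unique. The ranks of Lyz1 and Defa genes moved by more than their spread in 18 of 54 values, mostly after division by exonic length or by the unique share. The number of detected genes and the share of counts from Lyz1 and the Defa genes stayed within 1.5 times or within their spread. Fewer than 4 counts per library back the level of Defa31, none of whose 100-base windows occurs once in the genome, and a gene with 0 counts in the smallest library may have had up to 0.27 CPM.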

Differences from the paper's values

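No test of an explanation is reported here, and the filter on summed counts below was chosen after the values had been seen.

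The paper's value for the ratio of Defa24 to Defa28 is more than 10000, and the value found here in WT Paneth cells was 2894 ± 319 (SD, n = 3). The paper's sentence does not name the samples it rests on, so the values may not describe the same ones. Divided in the same way, the values the paper prints in its tables give 1490 for PBS and 9458 for TNF in Table 1, and 3144, 2778 and 1911 for duodenum, jejunum and ileum in Table 2. None of the alternatives set before the count file was opened brings the values within 1.5 times of each other. The summed counts gave 2855, the division by unique 100-base windows 662.8, the division by unique 50-base windows 702.5, and each library left out in turn between 2716 and 3024. The direction is the same, with Defa24 far above Defa28 in 3 of 3 libraries.

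The paper's number of transcripts is 13130, and 13573 genes with at least 10 summed counts were found here in WT Paneth cells. The numbers lie within 1.5 times of each other. A filter of at least 75 counts summed over all 12 libraries, which was chosen after seeing the values, gave 13130 genes and drops none of the lines of the paper's table used here.

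The paper states that the regions on either side of Defa24 in the ClaI fragment hold no other genes. The annotation used here places no protein-coding gene there but lists 3 others, Defa-ps10, Defa-ps11 and the lncRNA Gm63724. The length of the fragment, 41.9 kb, and of its upstream and downstream parts, 19.9 and 21.0 kb, matches the paper's description.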

Other observations

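Among the tests reported here, those on the filter behind the paper's number of transcripts and on Lyz1 and the Defa genes in the WT non-Paneth libraries were chosen after the results had been seen.

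The sample titles and the genotype field disagree for 6 libraries. Within each cell fraction every library titled GRKO, 6 in all, had a lower level of Nr3c1 than every library titled WT. In non-Paneth cells Nr3c1 had 19.6 to 36.2 CPM under the title GRKO and 135 to 160 CPM under the title WT. This suggests that the titles give the genotype and the genotype field is wrong.

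Of the 10 splits of the 6 WT libraries, 1, the real one, gave as many genes as the comparison of Paneth and non-Paneth cells. The 9 others gave 0 genes by edgeR, with 127 to 1319 at an unadjusted p under 0.05, and DESeq2 was not run on them. These 10 splits cannot exclude chance by themselves, since they cannot give a share under 0.05. Among the 4 splits that part all 3 pairs of 1 mouse, the real one was the only one with as many, and the others differ from it by exchanging the 2 sorts of a mouse.

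Paneth transcripts were found at low levels in WT non-Paneth cells. For Lyz1 and the 12 Defa genes with over 1000 CPM in WT Paneth cells, the log2 ratio of WT non-Paneth to WT Paneth CPM had an SD over the 13 genes of 0.319. The SD of 1.19 between libraries is a shift that these genes share and says nothing on how even the ratio is, and the genes' own spread over libraries would give an SD of 0.176. Paneth cells or free Paneth RNA in the non-Paneth sort stay open as a source. By the group means of CPM, other Paneth cell genes had 0.742% (Mmp7), 0.864% (Pla2g2a), 0.288% (Ang4), 0.299% (Itln1) and 0.107% (Mptx2) of their WT Paneth level in WT non-Paneth cells, and without WT non-Paneth replicate 2 these were 0.516%, 0.507%, 0.252%, 0.198% and 0.0491% in that order. The mean log2 ratio of Mmp7 lay 2.36 above the median gene. This argues against an even share of average WT Paneth cells as the whole source of Mmp7, while other mixes of cells and expression in other crypt cells stay open.

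Few or no counts were found for several Defa genes in WT Paneth cells. Across the 28 Defa genes, which are not independent replicates, mean CPM rose with the share of 100-base exonic windows that occur once in the genome (Spearman's rho 0.855, permutation p = 1e-05, the smallest that 100000 permutations can give; Pearson's r of log2 values 0.756, permutation p = 1e-05). Across the 20 genes with a unique window rho was 0.636 (permutation p = 0.0018). The 8 genes without a unique window had at most 3 counts in a WT Paneth library, and these 8 are the ones left out of the test. Reads shared between near-identical genes may therefore set part of the ranking. Defa27, with 84.7% unique windows and 3.19 CPM, is an exception, and low transcription of the other genes stays open. Among the 17 Defa pseudogenes 6 had at least 10 counts in every WT Paneth library. Defa-ps6, singled out after its values were seen, had 198 CPM in WT Paneth and 0.335 CPM in WT non-Paneth cells, with 64.3% of its windows unique.

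The paper's number of transcripts fits a filter on the sum over all 12 libraries. In the 2713 genes of the identifier range that the held lines of the paper's table cover, the lowest sum of a gene kept was 75 and the highest of a gene left out 74, and 0 genes lay on the wrong side. This suggests that genes were kept by their sum over all libraries, GRKO and non-Paneth ones included. Of the 13130 genes 29 had no count in WT Paneth cells and 282 had fewer than 10, and 12848 are among the 13573 genes counted here.

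The other lists gave these values between WT Paneth and WT non-Paneth cells. The enterocyte list had a median log2 fold change of −5.51 (7 of 7 genes lower), the goblet list −3.04 (3 of 5 lower, with 3 lower and Muc2 higher when adjusted over the list alone), the enteroendocrine list −1.38 (5 of 5 lower), the stem list 1.21 (5 of 5 higher) and the proliferation list 0.13 (1 of 3 higher). The stem list depends on the scaling. Its median was 0.50 with library totals only, and the libraries of the cell fractions were not separated on this list. Other Paneth cell genes were higher in Paneth cells, Mptx2 by 10.59, Ang4 by 9.16, Itln1 by 9.12 and Pla2g2a by 7.55, while Reg3g did not pass the threshold (−0.30, adjusted p = 0.746 by edgeR) and changed direction without WT non-Paneth replicate 2 or WT Paneth replicate 1. Of the immune list, Cd79a and Tyrobp had 0 counts in the 3 WT Paneth libraries, Cd3e 0.16 CPM and Ptprc 2.41 CPM on average, and Ptprc differed by 3.44 without passing the threshold (adjusted p = 0.113, 2.92e-17 to 0.291 over the alternatives), whereas Lyz2 was higher. Among housekeeping genes Actb had a log2 fold change of −1.71 and Gapdh of −1.54, Rpl13a was higher by 0.68, but not with library totals only (−0.0036), which move the median of all genes by about as much, and Tbp did not pass the threshold (−0.19, adjusted p = 0.276). Hprt has no value under that symbol. WT Paneth replicate 2 had more of the enterocyte transcripts Apoa1 and Fabp2 than the other 2 WT Paneth libraries, with 365 CPM of Apoa1 against 27.8 and 42.0 CPM, and without it the enterocyte list had a median of −7.35.

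Between GRKO and WT non-Paneth cells the goblet list had a median log2 fold change of −1.03 (2 of 5 genes lower), the stem list 0.56 (4 of 5 higher), the proliferation list 0.71 (3 of 3 higher) and the enteroendocrine list 0.14 (0 of 5 past the threshold by edgeR and 0 by DESeq2, with 1 at an unadjusted p under 0.05 by edgeR). In the enterocyte list 3 of 7 genes were lower, and 7 when adjusted over the list alone. Of the 8 glucocorticoid receptor targets, Zbtb16 had too few counts to test. The median of the other 7 was −0.85 in non-Paneth cells, with Sgk1, Dusp1, Tsc22d3 and Errfi1 past the threshold and lower, and −0.29 in Paneth cells, with Sgk1 alone past it (log2 fold change −1.78, adjusted p = 0.0448) and 2 lower and 1 higher when adjusted over the list alone. Whether the list differs between the cell fractions was not tested.

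Sex was read from Xist and the Y-linked genes. In WT replicate 2 the Y-linked genes had 0 CPM in non-Paneth and 0.973 CPM in Paneth cells, and in the other 10 libraries between 53.8 and 134 CPM. No biological explanation was tested for this.

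Genes with the largest changes by the rule are given here. Higher in WT Paneth than in WT non-Paneth cells were Defa42, which had no count in WT non-Paneth cells and was at least 205-fold higher against a floor of 3 counts over the group, Mptx2, Defa40 (10.57), Defa5 (10.44) and Defa26 (10.33), and lower were Akp3 (−7.77), Podn (−7.62), Slc28a1 (−7.51), Slc47a1 (−7.33) and Slc23a1 (−7.02). In GRKO against WT Paneth cells they were Plk2 (1.98), Pnliprp1 (1.56), Cacna2d2 (1.55), Acacb (1.25) and Capn9 (1.22), and Nr3c1, Sgk1, Zfas1 (−1.77), Agr3 (−1.71) and Gm5485 (−1.68). In GRKO against WT non-Paneth cells they included Alox5 (6.11), Pik3cg (5.55), Plcb2 (5.51) and Dclk1 (5.40), and Fgf15 (−4.72), Ubd (−3.78), Fosb (−3.52), Plb1 (−3.29) and Gm47171 (−3.24). In the interaction they were Trim38 (4.46), Ltb4r2 (4.35), Gprc5a (3.85), Slc16a3 (3.32) and Abcc2 (3.15), and Sst, Plcb2 (−4.21) and Rgs13 (−4.03). Hmx3 and Hmx2 belong there too but are given no fold, as they had 0 and 2 counts over the WT non-Paneth libraries, and over the alternatives the value of Hmx2 lay between −7.13 and −3.88. Few counts also back the values of Slc23a1 and Slc47a1 (4 over the WT Paneth libraries), Podn (5) and, in the interaction, Ltb4r2 (6).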
